# Abnormal Mammary Development in 129:STAT1-Null Mice is Stroma-Dependent

**DOI:** 10.1371/journal.pone.0129895

**Published:** 2015-06-15

**Authors:** Jane Q. Chen, Hidetoshi Mori, Robert D. Cardiff, Josephine F. Trott, Russell C. Hovey, Neil E. Hubbard, Jesse A. Engelberg, Clifford G. Tepper, Brandon J. Willis, Imran H. Khan, Resmi K. Ravindran, Szeman R. Chan, Robert D. Schreiber, Alexander D. Borowsky

## Abstract

Female 129:*Stat1-null* mice (129S6/SvEvTac-*Stat1^tm1Rds^* homozygous) uniquely develop estrogen-receptor (ER)-positive mammary tumors. Herein we report that the mammary glands (MG) of these mice have altered growth and development with abnormal terminal end buds alongside defective branching morphogenesis and ductal elongation. We also find that the 129:*Stat1-null* mammary fat pad (MFP) fails to sustain the growth of 129S6/SvEv wild-type and *Stat1-null* epithelium. These abnormalities are partially reversed by elevated serum progesterone and prolactin whereas transplantation of wild-type bone marrow into 129:*Stat1-null* mice does not reverse the MG developmental defects. Medium conditioned by 129:*Stat1-null* epithelium-cleared MFP does not stimulate epithelial proliferation, whereas it is stimulated by medium conditioned by epithelium-cleared MFP from either wild-type or 129:*Stat1-null* females having elevated progesterone and prolactin. Microarrays and multiplexed cytokine assays reveal that the MG of 129:*Stat1-null* mice has lower levels of growth factors that have been implicated in normal MG growth and development. Transplanted 129:*Stat1-null* tumors and their isolated cells also grow slower in 129:*Stat1-null* MG compared to wild-type recipient MG. These studies demonstrate that growth of normal and neoplastic 129:*Stat1-null* epithelium is dependent on the hormonal milieu and on factors from the mammary stroma such as cytokines. While the individual or combined effects of these factors remains to be resolved, our data supports the role of STAT1 in maintaining a tumor-suppressive MG microenvironment.

## Introduction

The microenvironment of the mammary gland (MG) stromal is a complex mixture of cells, tissues and molecules that is essential for normal growth and development of the glandular epithelium [1–3]. Development of the MG is also stimulated by hormones acting on the epithelium and the surrounding stroma [4, 5]. The Janus Kinase (JAK)-Signal Transducer and Activator of Transcription (STAT) pathway plays a central role in this development as a primary intermediate for growth factor-, cytokine- and hormone-induced signaling [6, 7]. Among the various STAT molecules, STAT5a and STAT5b play a central role in MG development and lactation [8, 9]. By contrast, epithelial STAT3 plays a crucial role during involution [10] while STAT6 has been implicated during gestation-induced MG growth [11]. On the other hand, STAT1 appears to be functional only in the MG of nulliparous and post-lactational female mice [6].

The functional analysis of STAT3, STAT5 and STAT6 in the MG has benefited from a range of genetically modified mouse models [6]. While several models of STAT1 function have been developed, these have focused primarily on interferon-γ (IFNγ) signal transduction and transcription. Studies of MG development in mice in the absence of STAT1, either through germline knockout [12] or somatic knockout conditional to the mammary epithelium [13], did not identify abnormalities in ductal branching or elongation. However, those studies did not review the ontogeny of MG development, lactation and involution. Further, developmental endpoints were not the primary objective of those analyses that focused on tumorigenesis [6].

Studies of mammary tumorigenesis in female *Stat1* knockout (*Stat1-null*) mice describe a potential tumor suppressor role for STAT1. Indeed, four separate groups have shown that *Stat1-null* mice have an increased susceptibility to mammary tumors in a variety of contexts [12–15]. Two laboratories used C.129S6(Cg)-*Stat1* ^tm1Dlv^ mice bearing the *Stat1*-null allele backcrossed to the Balb/c strain to demonstrate that STAT1 functions as a mammary tumor suppressor [15, 16]. In those studies tumor formation was induced either via an additional oncogene or repeated breeding [15, 16]. Klover et al. developed a targeted mammary epithelial *Stat1* knockout which they crossed with FVB:cNeu to demonstrate epithelial cell intrinsic tumor suppression by STAT1 [13].

The 129S6/SvEvTac-*Stat1* ^*tm1Rds*^ homozygous female mice used herein (129:*Stat1-null* hereafter) [17] spontaneously develop distinctive estrogen receptor (ER) positive mammary tumors that mimic human luminal intrinsic subtypes of breast cancer [12]. These spontaneous tumors arise late (latency 18–20 months of age), are ~50% penetrant and have a consistent and unique phenotype different from the histopathological patterns seen in other tumor suppressor knockout models [18]. A potential mechanism for the observed increased risk of MG carcinoma might stem from changes in the underlying MG during development and aging. We hypothesized that the MG of these mice undergo altered development that reflects an altered stromal microenvironment. To this end, we initiated a rigorous study of MG development and the contribution of the stromal microenvironment in 129:*Stat1-null* females. Experimental dissection and recombination of various elements of the MG and mammary fat pad (MFP) demonstrated a strong effect of the host environment and a less pronounced epithelial defect in branching morphogenesis. The loss of STAT1 affected both systemic and local host factors that contributed to the epithelial abnormalities.

Given that many mouse models of mammary tumorigenesis exhibit abnormal MG development at an early age [19], the results of this study provide critical clues to the roles of candidate genes during neoplastic progression [19, 20].

## Materials and Methods

### Mouse Model

129S6/SvEvTac-*Stat1* ^*tm1Rds*^ (129:*Stat1-null*) mice [17, 21, 22] were contributed by the Schreiber lab (RDS), and wild-type (WT) 129S6/SvEv (129SvEv WT) mice were purchased from Taconic Farms (Hudson, NY). All surgery was performed under Nembutal anesthesia (60 mg/kg) followed by post-surgical analgesia (Buprinex; 0.05 mg/kg). All mice were euthanized using an overdose of Nembutal (120 mg/kg) prior to collection and fixation of tissues.

### Histopathology and Whole Mount Preparation

Tissues were fixed in 10% neutral buffered formalin at room temperature for 24 h then placed in 70% ethanol until processing, which was normally within 24 h. A Tissue-Tek VIP autoprocessor (Sakura, Torrance, CA) was used to process tissues that were then embedded in Paraplast (melting temperature 56–60°C), sectioned to 4 μm and mounted on glass slides. Sections were stained with hematoxylin and eosin (H&E) for pathologic analysis. For MG whole mount preparation, the MFPs were dissected, placed onto a glass slide and fixed in 10% neutral buffered formalin. Tissues were further processed in a tissue cassette starting with 70% alcohol for 2 h then transferred to 100% alcohol for another 2 h. Glands were then defatted using three changes of xylene (30 min, 1 h, 1 h) and then rehydrated through a graded series of alcohol. After rinsing in running tap water for 30 min, the tissues were stained with hematoxylin for 2 min. Glands were destained in a 1% HCl solution for 15 min, then were placed under running tap water for approximately 30 min, 70% alcohol for 1 h, 100% alcohol for 1 h, and finally xylene for 1 h. Whole mounts were then submerged in methyl salicylate for storage.

### Morphological Analyses

Structural differences in terminal end buds (TEBs) were visualized using a laser scanning based imaging method described previously [23]. In short, MGs from 129 WT and 129:*Stat1-null* were spread on glass slides, fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) for 15 min then further fixed overnight in Carnoy’s solution (75% ethanol, 25% acetic acid). Tissues were stained with carmine alum solution, overnight, followed by destaining with acidic EtOH (70% EtOH, 0.6 M HCl) for ~2 h until whole mounts showed good contrast. Whole mounts were dehydrated (30 min each for 80%, 90%, 95% and 100% EtOH) and defatted in xylene overnight prior to mounting with Permount (Electron Microscopy Sciences). To capture a three-dimensional image of TEBs, whole mounts were assessed using laser scanning-based tissue autofluorescence/fluorescence imaging (LS-TAFI) with an LSM 710 (Carl Zeiss Microscopy, Ltd) set to “main dichroic beam splitter” (MBS; 488/561 nm) and “detection range” (495 to 553 nm for MBS 488 nm; 568 to 728 nm for MBS 561 nm). Scanned images were analyzed with IMARIS (Bitplane, South Windsor, CT) to quantify each parameter indicated in Fig 1. Total duct length and branch points were measured on images of MG whole mounts stained with either hematoxylin or carmine. To measure total duct length, greyscale images were inverted and analyzed with IMARIS imaging software (Bitplane) using the filament tracing feature.

**Fig 1:**
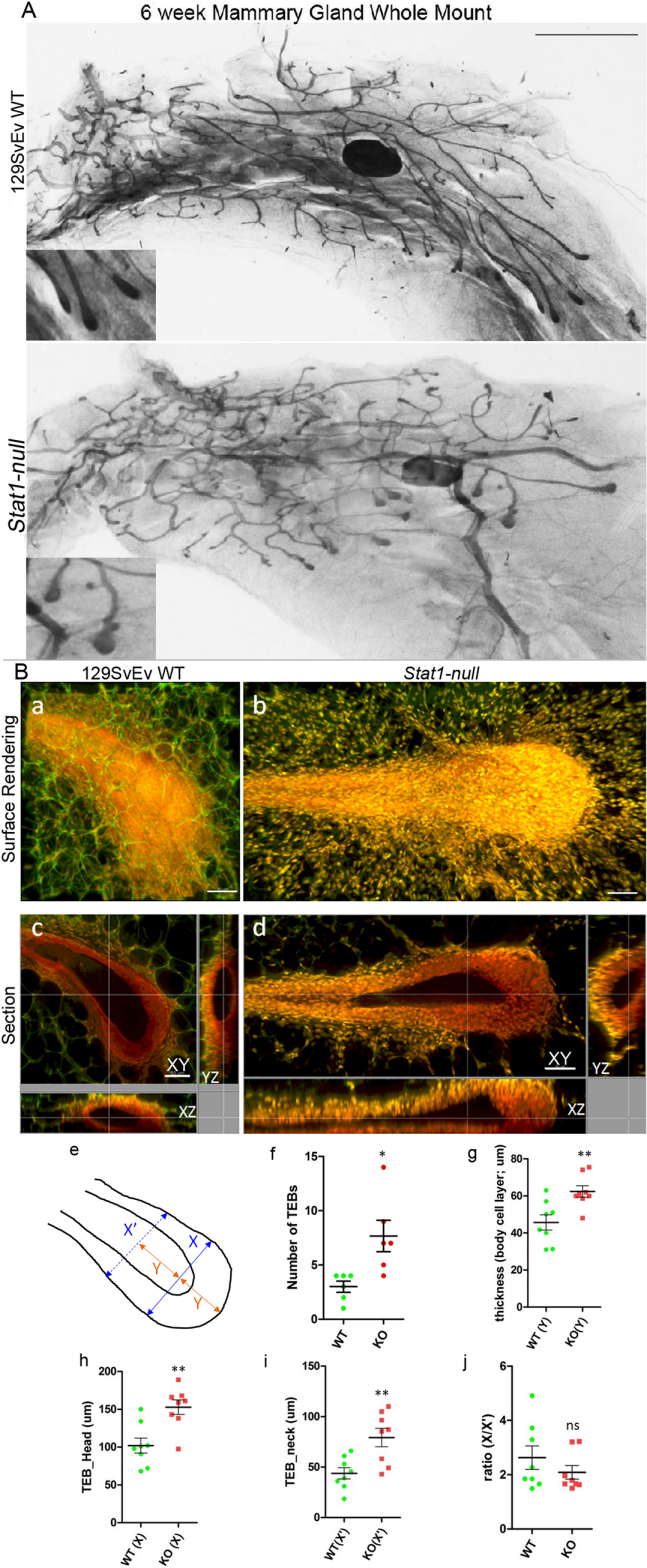
Six week 129:*Stat1-null* mammary glands have more and larger TEBs. Hematoxylin stained whole mount images of inguinal mammary glands from 6-week-old 129SvEv WT and 129:*Stat1-null* (*Stat1-null*) mice (A). Insets illustrate alterations in TEB between 129SvEv WT and *Stat1-null* mice. Scale bar is 2 mm. Three-dimensional visualization of TEBs from whole mount MG of 6-week-old 129SvEv WT and 129:*Stat1-null* mice using autofluorescence with laser scanning confocal microscopy (B). Surface rendered 3D images (Ba, Bb) and the orthogonal sections of XY, XZ and YZ planes (Bc, Bd) are shown. Panels on left (Ba, Bc) are from 129SvEv WT MGs and right (Bb, Bd) are from 129:*Stat1-null*. Red signal (nuclei; carmine) and green signal (cell; autofluorescence) are indicated in images. Scale bar is 50 μm. The schematic (Be) indicates the measuring points for comparing parameters in 3D images of TEBs. The widest TEB diameter is X (TEB head length). The thickness of TEB at the tip equals Y (body cell layer thickness). X’ (TEB neck length) was measured at the point equal 2xY from the tip (Bf). TEBs were quantitated when the X > 100 μm. All data are mean ± SEM (n = 5). *P = 0.0128. 129:*Stat1-null* gland TEBs (KO) are larger in size as measured by body layer thickness (Bg, **P = 0.0058) head size (h, **P = 0.0025) and neck size (I, **P = 0.0050). n = 8. However, the differences in the ratio (X/X’) are not significant (Bj).

### Microarray Analysis

Microarray analysis (accession number GSE63025) met the 6 critical elements for Minimum Information About a Microarray Experiment (http://www.mged.org/Workgroups/MIAME/miame.html). Total cellular RNA was isolated from flash-frozen MGs using TRIzol reagent (Life Technologies) and a modified protocol that incorporates a second extraction with acid phenol/chloroform/isoamyl alcohol (25:24:1, pH 4.3). Total RNA quantity and quality were assessed on a NanoDrop spectrophotometer (Thermo Scientific, Waltham, MA) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), respectively. Microarray gene expression profiling (at the UC Davis Comprehensive Cancer Center’s Genomics Shared Resource) was performed by whole-transcript analysis on Affymetrix GeneChip Mouse Gene 1.0 Sense Target (ST) Arrays, which provide coverage for a total of 26,166 RefSeq transcripts from 21,041 individual genes. Briefly, biotinylated sense strand DNA targets were prepared from 100 ng total RNA using the Ambion WT Expression and Affymetrix GeneChip WT Terminal Labeling Kits according to the manufacturers’ protocols. All downstream microarray processing procedures, including hybridization, washing, staining, and array scanning were performed according to Affymetrix’s standard protocols. Microarray data analysis was performed with GeneSpring GX software (Agilent Technologies). Microarray probe intensity values (CEL files) were background-corrected, summarized, and normalized using the Robust Multi-array Average (RMA16) algorithm [24] and filtered on raw intensity values for probe sets that exceeded a threshold of >38. Comparison analysis was performed to identify genes that were differentially expressed (≥1.5-fold) between the inguinal MFP of 129:*Stat1-null* and 129SvEv WT mice. Biological interpretation of the resulting gene list was performed using the functional annotation and clustering tools available at the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.7 [25]. In brief, these determine gene-gene functional relationships with kappa statistics [26], a novel agglomeration algorithm to organize them into biological modules, and then to calculate enrichment scores based on Fisher’s Exact Test [25].

### Heat Mapping

Heat mapping was performed with Heat map Builder [27]. The 50 genes with a 2-fold difference in expression that were either ‘high in 129SvEv WT’ or ‘high in *Stat1-null*’ as measured by microarray were heat mapped and color-coded with the ranges indicated on the figure. The cytokine protein profile was also heat mapped to compare the levels of each cytokine.

### Mammary Epithelial Tissue Transplantation

In order to provide host transplantation sites, the inguinal MFPs of three-week old 129SvEv WT and 129:*Stat1-null* female mice were “cleared” of epithelial tissue as described [28]. Explants of epithelium-containing MG (1–2 mm pieces) from donor 129SvEv WT or 129:*Stat1-null* mice were dissected from the inguinal MG (between the nipple and lymph node) and transplanted into the epithelium-cleared mammary fat pads (ECFP) of host mice (left ECFP received 129:*Stat1*-null tissue and right ECFP received 129SvEv WT tissue).

### Hormone Treatment

Mice were administered daily SC injections of progesterone (P, 0.5 mg, Acros Organics, New Jersey) and/or domperidone (DOM, 1.0 mg/Kg, Sigma Chemical Co, St. Louis, MO; to induce hyperprolactinemia), or estrogen (E, 1 μg, 17β estradiol, Sigma) for 14 d. Both P and E were suspended in sterile sesame oil, while DOM was dissolved in sterile saline (pH 3.0). Control animals were injected with sesame oil and saline. All animals received the same amount of sesame oil and saline, every 24 h, for 14 d.

### Bone Marrow Grafting

Three week old recipient mice (129SvEv WT or 129:*Stat1-null*) were irradiated with 1000 rads in a Model 143–68 Blood Component Irradiator (J.L. Shepard, San Fernando, CA). Bone marrow was collected from dissected femurs and tibias of non-irradiated donor mice that had been given a lethal dose of Nembutal (120 mg/Kg). Bone marrow was flushed into 14 mL culture tubes containing 5 mL of Hank’s balanced salt solution (HBSS) on ice using an 18 gauge needle and 3 mL syringe. Crude bone marrow was centrifuged then resuspended in 1 mL of ACK (ammonium-chloride-potassium) lysing buffer (Gibco, Grand Island, NY) for ~1 min. Samples from the same donor genotype (129SvEv WT or 129:*Stat1-null*) were combined, resuspended in 3 mL HBSS and filtered through a 35 μm filter (BD Biosciences, San Jose, CA). Viable cells were counted using trypan blue stain. Bone marrow cells were resuspended in sterile PBS (2 x 10^6^ cells/100 μl) for injections into irradiated recipients. Recipients were injected via tail vein with 200 μL of bone marrow preparation from WT or 129:*Stat1-null* mice. After injection, recipient mice were given Sulfatrim PO with an active dose between 8–24 mg/kg/d for a period of 10 d. Bone marrow eradication and “take” were documented by qPCR of gDNA (see S1 Text for details of materials and methods) from peripheral blood, which showed that all surviving animals had complete engraftment of the donor marrow without residual host marrow (data not shown).

### Immunohistochemistry (IHC)

Antigen retrieval was performed for 45 min with citrate buffer at pH 6.0 in a Decloaking Chamber (Biocare Medical, Concord, CA) at 125°C and 15 psi. Slides were blocked with normal goat serum then incubated with a rabbit monoclonal anti-CD3 (1:1000; Clone [Sp7], Catalog number Ab16669, Batch number GR125527-1, Abcam, Cambridge, MA) overnight at room temperature in a humidified chamber, followed by a biotinylated goat anti-rabbit secondary antibody (1:1000). The Vectastain ABC Kit Elite Kit and a diaminobenzidine Peroxidase Substrate Kit (Vector Labs, Burlingame, CA) were used for amplification and visualization of signal, respectively. Mouse spleen and thymus were used as positive controls for CD3 staining.

### Tumor Biopsy and Cell Transplantation

For tumor growth studies, biopsies (1–2 mm pieces) of primary tumors from 129:*Stat1-null* mice were transplanted into the intact inguinal MG of 6–8 week old 129SvEv WT or 129:*Stat1-null* mice. Following transplantation, mice were palpated twice weekly to monitor for tumor appearance. For transplantation of a 129:*Stat1-null* mammary tumor cell line, SSM2 cells [12] (hereafter designated SSM2^UCD^) were used. SSM2^UCD^ cells were grown in the appropriate culture media supplemented with 10% fetal bovine serum [12]. Nearly confluent (80%) cultures were trypsinized, washed 3 times with PBS, and counted. Cells were stored in liquid nitrogen until use and were of relatively low passage number (12–27). A bolus of previously cultured cells (3 x 10^4^) was injected into the uncleared inguinal MG of 6–8 week old 129SvEv WT or 129:*Stat1-null* mice. Two weeks after injection, tumors were removed and processed for histology and IHC.

### Conditioned Medium Preparation

129SvEv WT and 129:*Stat1-null* inguinal MGs were cleared at 3 weeks of age as described above. At 10 weeks of age, conditioned medium (CM) was prepared from the ECFPs of these mice by dicing them into fragments (~8 mm^3^) and incubating them in serum-free Dulbecco's modified Eagle medium (DMEM) (7.5 mg tissue/mL) for 48 h at 37°C. A basal medium was prepared by incubating serum-free DMEM for 48 h at 37°C in the absence of ECFP. Both CM and basal medium were subsequently filtered (0.22 μm) and either used immediately in experiments or stored at -20°C. Some CM and basal medium was concentrated using centrifugal filters (Amicon ultra, Millipore, Billerica, MA) for mouse cytokine/chemokine assay experiments, or for storage at -80°C.

Comma-1D cells were maintained in growth media (DMEM/F12, 2% fetal bovine serum, 10 μg/mL bovine insulin, 5 ng/mL recombinant human epidermal growth factor, penicillin/streptomycin). Cells (3000/well) were plated into 96-well plates 24 h before the start of the growth assay (day 0). A standard curve was created by plating known quantities of cells (0–50,000/well) before quantifying final cell number on day 0 using a methylene blue assay [29]. Following a wash with PBS, media were changed to basal media or CM on day 0, with another medium change on day 2. Cells were then fixed in 10% formalin, stained for 35 min with 1% methylene blue, washed using 0.01 M borate buffer (pH 8.5) and the blue stain eluted from the cells with a 1:1 mix of 95% ethanol and 0.1 M HCl. The plates were read at 665 nm. Blank wells did not contain cells but were subjected to the entire fixing and staining process, and their average absorbance subtracted from all wells.

### Multiplex Cytokine/Chemokine Assay

A Milliplex MAP 32-analyte kit for the analysis of mouse cytokines/chemokines (EMD Millipore) was used for measuring 32 cytokines and chemokines simultaneously in each sample. The MAP system is based on unique populations of 100 different, individually identifiable microbead sets coupled to an antibody specific to a cytokine or chemokine that captures the relevant analyte in the sample prior to detection using a second, biotinylated antibody specific to each respective analyte [30]. Multiplex assays were performed according to the manufacturer’s instructions. Data for each of the analytes were collected as median fluorescent intensity (MFI) that was used to calculate analyte concentrations in pg/mL using the software package BioPlex Manager 5.0 (Bio-Rad) as previously described [31].

### Statistical Analysis

Pairwise comparisons between means or least square means were analyzed by Student’s t test. Parameter means for ductal length and branching points were statistically compared using GraphPad Prism software (GraphPad Software, Inc., La Jolla, CA). For COMMA 1D cell proliferation studies, statistical significances were tested by 2-way ANOVA.

### Ethics Statement

Mice were maintained and housed in a UC Davis animal facility and handled in strict accordance with the guidelines described by the Association for Assessment and Accreditation of Laboratory Animal Care International and an Institutional Animal Care and Use Committee of the University of California, Davis approved protocol (protocol numbers 17604 and 16642).

## Results

### 129:*Stat1-null* Mice Exhibit Abnormal Mammary Gland Growth and Development

129:*Stat1-null* females are capable of nursing pups that thrive and have normal appearing milk in their opaque stomachs. Whole mounts of MGs from gestating and lactating females were grossly normal, where MGs from post-partum females had no obvious structural or developmental abnormalities (S1 Fig). By contrast, nulliparous 129:*Stat1-null* mice had delayed and abnormal MG growth and development relative to 129SvEv WT mice. Whole mounts of the MG from 129:*Stat1-null* mice at 6 weeks of age had larger and more abundant TEBs than the 129SvEv WT (Fig 1A) and showed greater variation in ductal elongation, ranging from quite stunted (not shown) to normal elongation (Fig 1A). LS-TAFI [23] revealed that the neck region of the TEB from 129:*Stat1-null* mice was surrounded with an extended zone of disorganized small stromal cells that were absent in the proximity of TEB from 129SvEv WT mice (Fig 1B). Quantitative analysis of three dimensional reconstructions verified that the TEB in 129:*Stat1-null* mice were more numerous (Fig 1B and 1F) and larger than in 129SvEv WT mice and had longer neck regions (Fig 1B, 1G, 1H and 1I).

In mammary gland whole mounts of mice at 12 weeks of age it was observed that all 129:*Stat1-null* MGs extended into their native MFPs but seemed to lag behind those from their 129SvEv WT counterparts, and rarely reached the end of the fat pad (S2 Fig). The 129SvEv WT MG appeared to have a higher density of ductal outgrowths and more branching than the 129:*Stat1-null* MG (Fig 2A) and so we tested this hypothesis by quantitative image analysis. This revealed a shorter overall length of the ductal network in the 129:*Stat1-null* MG (P = 0.0003) but no significant differences in the frequency of branch points in the developing 129SvEv WT and 129:*Stat1-null* MGs (Figs 2B and 1C).

**Fig 2:**
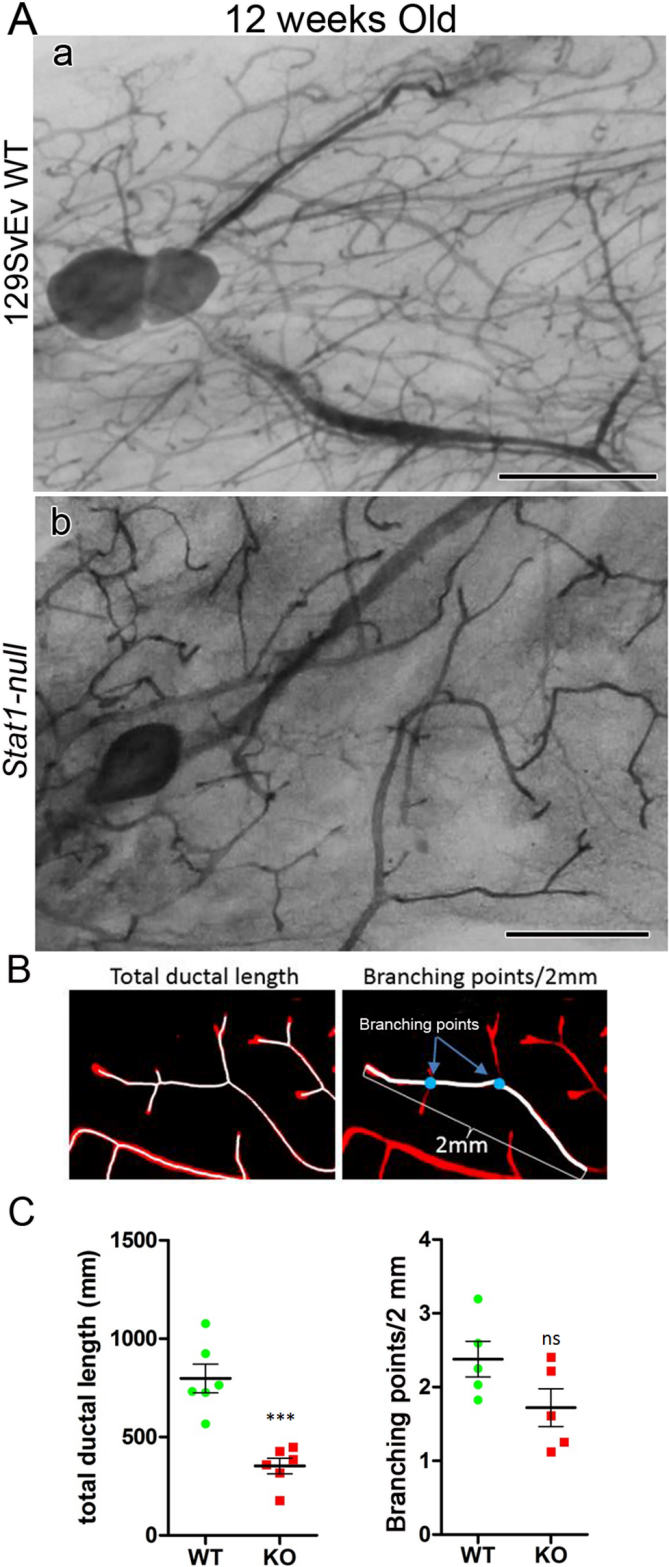
129:*Stat1-null* have diminished ductal length. Comparison between 129SvEv WT and 129:*Stat1-null* (*Stat1-null*) glands indicated that the *Stat1-null* glands had less ductal elongation. (A) Whole mount images of inguinal mammary gland from (a) 129SvEv WT and (b) *Stat1-null* (see S2 Fig for low power images of mammary gland whole mounts). Scale bar is 2 mm. (B) Total ductal length and branching points were measured on photo images of whole mount mammary glands stained with either hematoxylin or carmine red. For measuring total ductal length, images were analyzed with IMARIS imaging software using the filament tracing feature. Branching points were manually counted on ducts within 2 mm of end buds. (C) Quantitative analyses for total ductal length (left) and the number of branches (right) shows that *Stat1-null* (KO) glands have significantly (***P = 0.0003) shorter total ductal length. The number of branching points within 2 mm ductal ends was not significantly different between 129SvEv WT and *Stat1-null* glands. Data are mean ± SEM (n = 6).

Serum samples from selected cohorts were analyzed by the Vanderbilt University Mouse Hormone Core Laboratory for E, P, prolactin (PRL) and insulin levels. The differences between 129SvEv WT and 129:*Stat1-null* were not statistically significant (S3 Fig). Necropsies did not reveal significant gross or microscopic differences between the developing 129SvEv WT and 129:*Stat1-null* female pituitaries, ovaries and uteri (data not shown). The estrus cycle of each mouse was evaluated by examining the vaginal histology but had no apparent influence on mammary gland development.

### 129:*Stat1-Null* Mammary Fat Pad fails to support Epithelial Growth without Exogenous Hormones

Heterologous transplantation was used to define the growth and developmental impacts of epithelial cell intrinsic factors versus the host microenvironment, including the MFP, bone marrow and endocrine/paracrine compartments. Simultaneous control autologous and cross “reciprocal” transplantation of 129SvEv WT and 129:*Stat1-null* mammary epithelium into 129SvEv WT (Fig 3A for experimental design) and 129:*Stat1-null* host ECFPs were performed with each recipient mouse hosting both 129SvEv WT and 129:*Stat1-null* epithelium.

**Fig 3:**
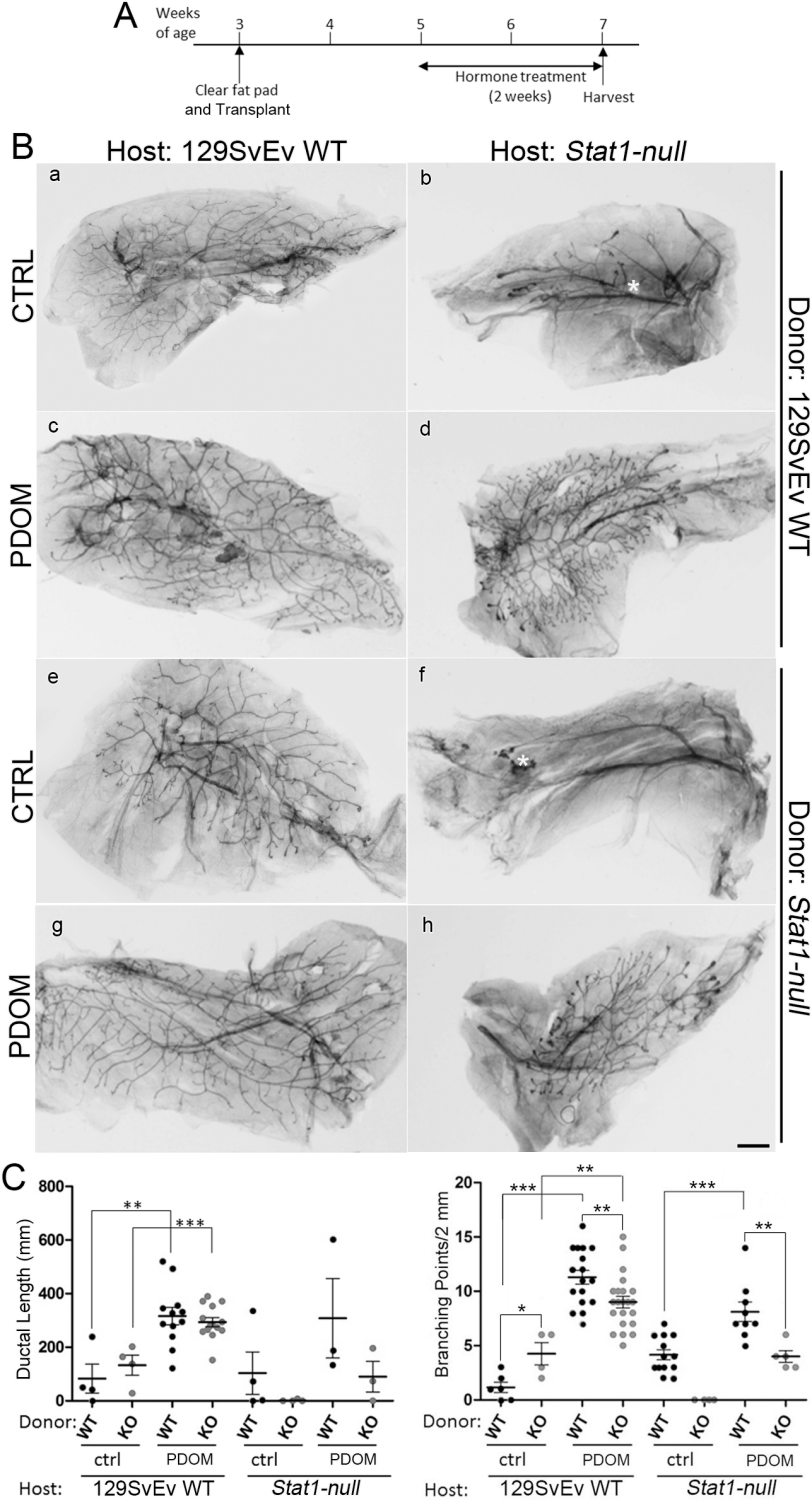
129:*Stat1-null* mammary fat pads impede epithelial transplant growth that is restored by exogenous hormones. Schematic depicting transplantation protocols between 129SvEv WT and *Stat1-null* glands and treatment with hormones (A). Inguinal mammary glands from 3-week-old host females were cleared of endogenous epithelium, while epithelium from donor 129SvEv WT and 129:*Stat1-null* (*Stat1-null*) mammary glands were transplanted into each epithelium-cleared fat pad in host mice 1 week after clearing surgery. Host mice were injected daily with PDOM from 5 to 7 weeks of age. Hematoxylin-stained whole mount images of reciprocally transplanted mammary glands with or without hormone treatment (B). Mammary glands in host 129SvEv WT (a, c, e, g) and *Stat1-null* (b, d, f, h) mice with donor epithelium from 129SvEv WT (a, b, c, d) and *Stat1-null* (e, f, g, h) mice are shown. Mammary glands from PDOM treated mice (c, d, g, h). White asterisks in b and f indicate approximate locations of transplantation sites. Quantitative analyses of the ductal network (C). The left panel graph indicates the total ductal length of mammary glands in each experiment (WT vs. KO for each treatment). Data are mean ± SEM, **P = 0.0026, ***P = 0.0005. The right panel graph is the analysis for the number of branching points. **P<0.01, ***P<0.001.

Epithelial transplants were examined for ductal outgrowth 4 weeks after transplantation using hematoxylin stained whole mounts (Fig 3B). “Take” rates (successful transplants) and statistical comparisons between groups are recorded in S1 and S2 Tables, respectively. Transplants of 129SvEv WT donor and 129:*Stat1-null* donor epithelia grew into the mammary MFP when transplanted into the 129SvEv WT host (Panels a and e in Fig 3B). However, the 129:*Stat1-null* host supported fewer takes (S1 Table) and less outgrowth of the transplanted 129:*Stat1-null* donor epithelium as compared to the transplanted 129SvEv WT donor epithelium (Compare panels b and f in Fig 3B). Interestingly, the 129:*Stat1-null* epithelial transplants exhibited equal total duct length and significantly greater branching (P = 0.0157) in equal-sized fat pads in the 129SvEv WT ECFP compared to the autochthonous WT transplants (Fig 3C). This finding initially suggested that the 129:*Stat1-null* epithelium does not necessarily have an intrinsic defect. However, later studies using different experimental variables support an intrinsic epithelial defect.

Given that growth and development of the native MG in 129:*Stat1-null* females appeared to be rescued during pregnancy, and there is notable cooperatively between the actions of P and PRL during MG growth [32], the ability of P plus DOM (PDOM) to rescue the impaired growth of the transplants of 129:*Stat1-null* epithelium was examined. Exogenous E, P, DOM or PDOM were administered daily for two weeks to 129SvEv WT and 129:*Stat1-null* host mice bearing contralateral transplants of 129SvEv WT and 129:*Stat1-null* mammary epithelium.

Exogenous PDOM stimulated the growth of the donor MG epithelium in both 129SvEv WT and 129:*Stat1-null* hosts (Panels c, d, g, h in Fig 3B). The effect of E was similar to that induced by PDOM, whereas there was no effect when the host mice were treated with P or DOM alone (S4 Fig). Growth parameters (total ductal length and branching points) were enhanced in most transplants treated with PDOM (Fig 3C). Branching remained lower in 129:*Stat1-null* epithelium transplanted into either 129:*Stat1-null* or 129SvEv WT MFP even after PDOM treatment stimulated growth. This result suggests that the 129:*Stat1-null* mammary epithelium does have an intrinsic, albeit minor but statistically significant, defect in branching morphogenesis (Fig 3C). The results with PDOM treatment confirm, extend and reinforce the prior observations that pregnancy rescues the mammary phenotype in the native gland (S1 Fig).

### 129:*Stat1-null* MG Microarray Profile Differs from Wild-Type

Microarray analysis revealed significant (≥1.5-fold) differences in mRNA expression for various genes in the MGs from either 129SvEv WT (Fig 4A) or 129:*Stat1-null* mice (Fig 4B), as can also be represented by heat maps. 

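RNA from flash-frozen mammary glands was hybridized to Affymetrix Mouse Gene ST arrays, 2 from 129SvEv WT and 2 from Stat1-null mice, labelled number 2 and number 4 in each genotype. Each label calls its sample a fat pad, and both Stat1-null labels also carry the same further number. The sources used here do not state whether number 2 or 4 stands for an animal or a gland. P-values may therefore measure only the spread between glands, and means over all 4 arrays may mix glands of different positions. The authors background-corrected, summarized and normalized the probe intensities by RMA in GeneSpring GX. The log base of the deposited values is not stated, and they were read as log2 values because RMA gives these. The deposited values were centred for each probe set on its median over the 4 arrays (all medians within 5e-07 of 0), so differences between arrays remain and expression levels do not. The filter on raw intensity that the methods name could therefore not be applied, and all 28856 probe sets were used. Of these, 21789 were paired with 1 gene symbol, which gave 19938 genes, each represented by its probe set with the largest variance over the 4 arrays. Stat1 itself was not analysed here, because no probe set was paired with it alone, so the knocked-out gene gave no check of the labels.
The arrays that the heat maps show were inferred from their colors. Red was read as a value above 0 and green as one below 0. Among labels that name 1 gene, 88 of 88 cells in Fig 4A had the sign of the number 4 arrays, 64 that of the number 2 arrays and 77 that of the mean of both arrays of a genotype. In Fig 4B these numbers were 58, 14 and 54 of 68 cells, and in Fig 9C they were 57, 19 and 46 of 64. In Fig 4B the WT cells of Klk1b22 and Csn1s1 were red, though their WT number 4 values were −0.82 and −0.84. The midpoint of its colors may therefore not be 0, which limits the count of signs there. The order of the labels in Fig 4A followed the difference at number 4 (rank correlation 0.999 across genes, which are not independent replicates), more than at number 2 (0.216) or between the means (0.342). In Fig 4B the rank correlations were 1.0 at number 4, 0.158 at number 2 and 0.576 between the means. Fig 9C is headed mRNA, while its legend speaks of a multiplex assay. The methods name the inguinal MFP, without saying which number that is. The paper does not say which arrays its heat maps use, or why. Values are given for the number 4 arrays, where a difference of 1 array against 1 has no replicate check, and then for all 4 arrays with limma, at 2 arrays against 2. An exact permutation test of 2 against 2 cannot go below p = 0.333. The number of arrays limits the precision of every value.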

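Several large differences were alike in both pairs of arrays. Dmbt1, a secreted mucosal glycoprotein, was 5.15-fold lower in Stat1-null at number 4 and 5.23-fold lower at number 2. The lipid transporter Mfsd2a was 3.95-fold and 3.19-fold lower, and the protease Ctse 3.06-fold and 3.58-fold lower. In the other direction, the kallikrein Klk1b22 was 4.12-fold higher at number 4 and 2.92-fold higher at number 2, and the milk casein Csn1s1 3.25-fold and 3.09-fold higher. Tnfsf11 (RANKL), a progesterone-induced signal for side branching, was 2.79-fold and 2.76-fold higher.
At number 4, 480 probe sets were at least 1.5-fold higher in Stat1-null and 218 at least 1.5-fold lower. At number 2 these numbers were 140 and 100. Of the 480, 102 were also at least 1.5-fold higher at number 2, and 419 were higher there at any size. Of the 218, 56 were also at least 1.5-fold lower at number 2 and 177 lower at any size, while 8 were at least 1.5-fold higher there. Between the genotype means of all 4 arrays, 202 probe sets were at least 1.5-fold higher in Stat1-null and 92 at least 1.5-fold lower. In 169 and 86 of these, both Stat1-null arrays lay on the same side of both WT arrays. Of all probe sets, whatever the size of the difference, 12113 (42%) had no overlap, against 33.3% expected by chance for exchangeable arrays. By limma, 0 probe sets were higher and 0 lower at an adjusted p under 0.05. At an unadjusted p under 0.05, 1324 were higher and 1237 lower. With the array number as a further term (a replicate block, leaving 1 residual degree of freedom), limma's adjusted p passed for 4 higher and 7 lower. For the arrays, the paper's methods name a fold threshold and no test. Student's t test, which the methods name for comparing means in general, gave 876 higher and 986 lower at an unadjusted p and 0 after adjustment. The counts at 1.5-fold depended on single arrays: without the WT number 2 array, 526 were higher and 183 lower, and without the WT number 4 array, 247 and 470. Without the Stat1-null number 2 array, 457 were higher and 484 lower, and without the Stat1-null number 4 array, 422 and 145.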

As expected, genes related to STAT1 function (e.g. IDO1, Indo1) had significantly lower expression in MGs from 129:*Stat1-null* mice. 

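Ido1, an interferon-induced enzyme that degrades tryptophan, had the most negative log2 fold change of all genes on both pairs of arrays. It was 11.5-fold lower in Stat1-null at number 4 and 8.90-fold lower at number 2. Interferon-induced antiviral genes were lower as a group. Of 37 measured members of the interferon response list, 30 had a lower mean in Stat1-null and 7 a higher one. Rtp4 was 2.21-fold lower at number 4 and 2.01-fold lower at number 2, Ifit1 1.97-fold and 1.88-fold, and Usp18 1.53-fold and 1.74-fold.
Over all 4 arrays, the log2 fold change of Ido1 was −3.34 (standard error 0.25, adjusted p = 0.344 from limma). Those of Rtp4, Ifit1 and Oas2 were −1.07, −0.94 and −0.80 with standard errors of 0.13, 0.08 and 0.16. No member of the list passed an adjusted p under 0.05 over all genes, and 5 were lower when adjusted over the list alone. With the number as a replicate block, which leaves 1 residual degree of freedom, 2 members passed over all genes. These were Rtp4 (adjusted p = 0.032 from limma) and Ifit1 (0.035), and Ido1 passed as well (0.0032). The median log2 fold change of the list was −0.16 at number 4, at percentile 0.19 of 10000 random lists of its size, −0.19 at number 2 and −0.18 over all 4 arrays. Without the Stat1-null number 2 array it was −0.08 (adjusted p = 0.0213 by limma's camera), and without the WT number 4 array −0.12. The list was called lower by limma's camera with a preset correlation (adjusted p = 1.22e-05). With an estimated correlation the call was lost (adjusted p = 0.885 by limma's camera). The latter setting called a shifted list in 0 of 20 simulated tables, so its lost calls, here and below, say little. Noise in those tables was drawn for each probe set on its own. They therefore do not test whether calls with the preset correlation, here and below, hold for genes whose noise varies together. The measured genes of antigen presentation and IFN-gamma response, another group that STAT1 drives, did not move together. Of 36 members of this list, 27 were measured. Those without a probe set of their own included H2-K1, H2-D1, Gbp2 and H2-Q6, a label of Fig 4A. The list had a median of −0.05 over the 27 genes (adjusted p = 0.625 by limma's camera), with 17 lower and 10 higher. When adjusted over the list alone, 1 gene, Ido1, was lower. The median was −0.16 without the Stat1-null number 4 array (adjusted p = 0.00229 by limma's camera), and 0.06 and 0.07 without the WT number 4 and the Stat1-null number 2 array. Psmb9, a subunit of the immunoproteasome, was lower by log2 −0.30 and the class II gene H2-Ab1 higher by 0.32.

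**Figure D1:**
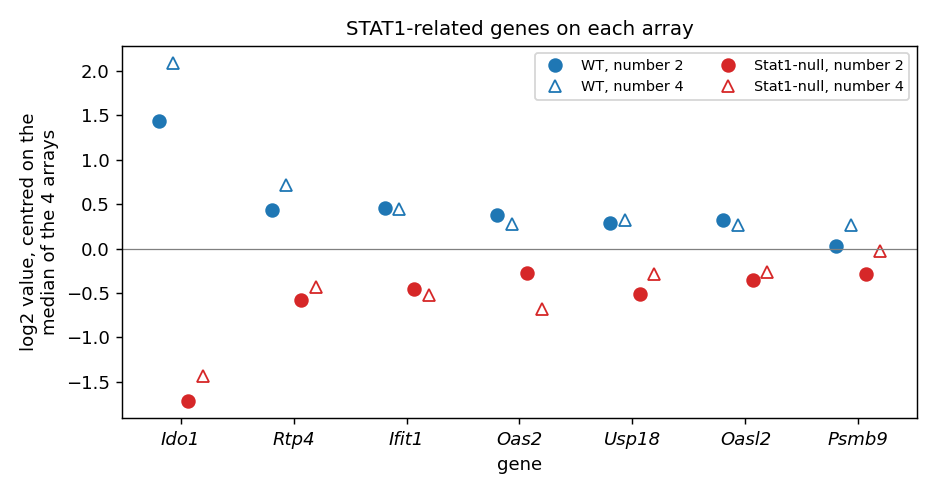
Log2 values of 7 STAT1-related genes on each of the 4 arrays, centred for each gene on the median of the 4 arrays, with circles for number 2, triangles for number 4, blue for WT and red for Stat1-null. For each gene, both Stat1-null points lie below both WT points, and Ido1 spans from −1.72 to 2.09.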

The expression of eosinophil associated ribonuclease (*Ear*) genes (*Ear1*, *Ear2*, *Ear10*, *Ear11*) was significantly higher in 129:*Stat1-null* MGs while the expression of genes relating to monocytes [33] also significantly differed between 129SvEv WT and 129:*Stat1-null*. 

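Some eosinophil genes were higher in Stat1-null on both pairs of arrays, and others were not. Ccr3, the eotaxin receptor, was 3.18-fold higher at number 4 and 2.11-fold higher at number 2. Alox15, a lipoxygenase of eosinophils and some macrophages, was 2.63-fold and 1.97-fold higher. Rnase2a, the current name of Ear11, was 3.39-fold and 1.67-fold higher. Among members of the monocyte and macrophage list, Lyz1 was 4.24-fold and 2.40-fold higher, and Adgre1 (F4/80) 1.53-fold and 1.43-fold higher.
Over all 4 arrays the log2 fold changes were 1.37 for Ccr3, 1.19 for Alox15, 1.25 for Rnase2a and 1.67 for Lyz1, with standard errors of 0.18, 0.18, 0.26 and 0.23 and an adjusted p of 0.598 each from limma. Ear1, Ear2 and Ear10 were not analysed here, since no probe set was paired with 1 of them alone. The other Ear family genes with a probe set, Ear6, Ear14 and Rnase2b, differed by 0.09, 0.04 and 0.06. Of 8 eosinophil genes, 5 were higher and 3 lower on each pair of arrays. The granule protein gene Prg2 was lower by log2 −0.27, and the receptor subunit Il5ra higher by 0.36. The eosinophil list had a median of 0.14 at number 4, 0.20 at number 2 and 0.11 over all 4 arrays, and limma's camera gave an adjusted p of 0.0576 (adjusted p = 0.885 with an estimated correlation), while fry called it (adjusted p = 0.0453 from limma). The list was called higher without the WT number 2 array (adjusted p = 0.0166 by limma's camera) and without the Stat1-null number 4 array (adjusted p = 0.0018 by limma's camera). Adjusted over the list alone, Ccr3, Alox15 and Il5ra, 3 genes, were higher. The Ear list of 4 genes had a median of 0.07 and an adjusted p of 0.0678 by limma's camera, and medians of 0.15 and 0.12 without the WT number 4 and the Stat1-null number 2 array and of 0.05 and 0.04 without the WT number 2 and the Stat1-null number 4 array. In the monocyte and macrophage list, 23 of 30 genes were higher over all 4 arrays and 7 lower, 2 of them higher when adjusted over the list alone and 0 over all genes. Its median was 0.15 at number 4, 0.04 at number 2 and 0.08 over all 4 arrays, and it was called higher by limma's camera (adjusted p = 0.000497), a call lost at adjusted p = 0.885 with an estimated correlation. Without the Stat1-null number 2 array the median was 0.16, and 0.12 without the WT number 2 array. Itgam and Cd14, surface proteins of monocytes, were higher by 0.40 and 0.39.

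**Figure D2:**
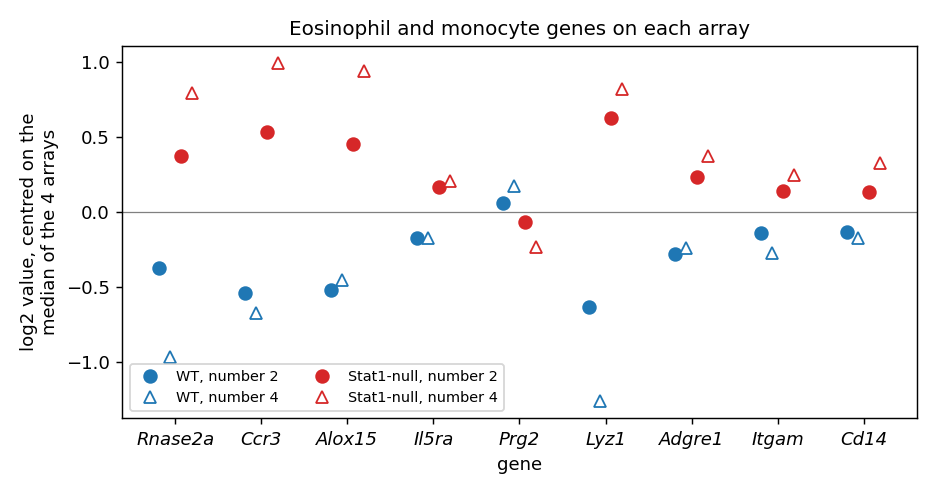
Log2 values of 5 eosinophil genes (Rnase2a, Ccr3, Alox15, Il5ra and Prg2) and 4 members of the monocyte and macrophage list on each of the 4 arrays. Values are centred for each gene on the median of the 4 arrays, with circles for number 2, triangles for number 4, blue for WT and red for Stat1-null. Both Stat1-null points lie above both WT points for each gene except Prg2, where they lie below.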

The expression of calcitonin-associated peptide (*Calca*) mRNA had the highest elevation in 129:*Stat1-null* glands along with other genes related to reduction-oxidation pathways, suggesting metabolic deficiency or dysregulation. 

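The probe set with the largest positive difference in Stat1-null was the same on the number 4 arrays and over all 4 arrays. It was 10.5-fold higher at number 4 and 5.50-fold higher at number 2, and no gene name was paired with it. Its log2 fold change over all 4 arrays was 2.92 (standard error 0.38, adjusted p = 0.554 from limma over all probe sets). Calca was not analysed by name, since no probe set carried its symbol. It is the first label of Fig 4B, whose order followed the difference at number 4, where this unnamed probe set ranked highest. The probe set may therefore be that of Calca, which the annotation used here does not settle.
Enzymes of oxidation and reduction went both ways. Akr1c18, which inactivates progesterone, was 1.97-fold higher at number 4 and 1.63-fold higher at number 2, and Alox5, which begins leukotriene synthesis, 1.61-fold and 1.37-fold higher. In the other direction, the mitochondrial subunit Cox7a1 was 2.36-fold lower at number 4 and 1.10-fold higher at number 2. Of 76 measured genes of the oxidation-reduction list, 4 were at least 1.5-fold higher and 12 at least 1.5-fold lower at number 4, and 3 and 5 at number 2. The median of the list was −0.17 at number 4 and 0.00 at number 2. Over all 4 arrays it was −0.10 (adjusted p = 0.218 by limma's camera), with 22 genes higher and 53 lower, and without the WT number 2 array −0.16 (adjusted p = 0.0342 by limma's camera), but −0.04 without either number 4 array. None passed an adjusted p under 0.05 by limma over all genes, and 1, Ido1, was lower when adjusted over the list alone. Genes of oxidative phosphorylation had a median of −0.23 at number 4 and 0.06 at number 2 over 43 genes, and −0.10 over all 4 arrays (adjusted p = 0.0576 by limma's camera), but 0.07 without the Stat1-null number 4 array (adjusted p = 0.00219 by limma's camera). It was −0.24 without the Stat1-null number 2 array (adjusted p = 3.67e-10 by limma's camera), and without the WT number 4 array −0.14 (adjusted p = 0.00165 by limma's camera). Genes of fatty acid oxidation had medians of −0.39 and 0.14 over 21 genes and −0.10 over all 4 arrays (adjusted p = 0.141 by limma's camera). Without the WT number 2 array the latter was −0.31 (adjusted p = 2.84e-06 by limma's camera), without the Stat1-null number 2 array −0.21 (adjusted p = 0.028 by limma's camera), without the Stat1-null number 4 array −0.06, and without the WT number 4 array 0.09. From the elevation of Calca together with genes of reduction-oxidation pathways, the paper proposes a metabolic deficiency or dysregulation in the Stat1-null glands.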

To further investigate which biological events are involved in the 129:*Stat1-null* glands, DAVID functional cluster analysis was performed (Fig 4C). 

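Some genes of type 2 immunity were higher in Stat1-null glands on both pairs of arrays. Arg1, an arginase of alternatively activated macrophages, was 1.81-fold higher at number 4 and 1.33-fold higher at number 2. The alarmin Il33 was 1.91-fold and 1.53-fold higher, and the secreted protein Retnla 1.60-fold and 1.25-fold. Of 14 genes of eosinophil attraction and type 2 cytokines, 11 were higher and 3 lower over all 4 arrays. The list had a median of 0.28 at number 4, 0.26 at number 2 and 0.18 over all 4 arrays. It was called higher by limma's camera (adjusted p = 0.00383), and the call was lost with an estimated correlation, at adjusted p = 0.885, and with fry, at adjusted p = 0.477. In simulated tables with the difference between numbers left in, neither of these settings called a shifted list, so both losses say little. Without the Stat1-null number 2 array the median was 0.22 and the list was not called (adjusted p = 0.0968 by limma's camera).
The median log2 fold change over all 4 arrays was −0.03 in 18 T cell genes (adjusted p = 0.509 by limma's camera), −0.02 in 13 B cell genes (0.939), −0.01 in 16 NK and cytotoxic cell genes (0.953) and 0.05 in 10 mast cell genes (0.491). Camera pointed upward for T, B and NK cells, where the medians lay just below 0. Leaving out 1 array gave medians from −0.06 to 0.03, −0.09 to 0.05, −0.05 to 0.05 and −0.05 to 0.05 for these lists in the same order. Single genes were farther from 0. Bank1, a B cell adaptor, was 1.67-fold higher at number 4 and 1.51-fold higher at number 2. The receptor Il7r was 1.83-fold and 1.18-fold higher, and perforin (Prf1) 1.39-fold and 1.12-fold lower. No gene of these lists passed an adjusted p under 0.05 by limma over all genes, and 1, Bank1, was higher when adjusted over the list alone.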

The lists of genes from this analysis also highlighted the involvement of immune cell related activities in 129:*Stat1-null* mice (immune response, leukocyte activation, immune system development, inflammatory response, etc.) consistent with previous studies demonstrating that 129:*Stat1-null* mice are immunodeficient [34–36]. 

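The other Stat and Jak genes differed by less than 1.5-fold between the genotypes. Stat4, which signals for interleukin 12, was 1.26-fold higher in Stat1-null glands at number 4 and 1.22-fold higher at number 2. The kinase Jak2 was 1.18-fold and 1.19-fold higher, and Stat3 1.11-fold and 1.06-fold higher. Stat2, the partner of STAT1 in type I interferon signaling, was 1.03-fold and 1.11-fold lower. Of 9 measured genes, 7 were higher and 2 lower over all 4 arrays, and none differed by as much as 1.5-fold on either pair of arrays.
Over all 4 arrays, the log2 fold change was 0.31 for Stat4, 0.24 for Jak2, 0.13 for Jak1, 0.12 for Stat3, 0.11 for Tyk2 and 0.09 for Stat6. It was 0.03 for Stat5b, −0.06 for Stat5a and −0.10 for Stat2. Standard errors ran from 0.07 to 0.16, and no gene passed limma's adjusted p under 0.05, over all genes or adjusted over the list alone. The median of the 9 genes was 0.15 at number 4, 0.04 at number 2 and 0.11 over all 4 arrays (adjusted p = 0.0576 by limma's camera), and 0.17 without the Stat1-null number 2 array (adjusted p = 0.0483 by limma's camera) and 0.07 without the Stat1-null number 4 array (adjusted p = 0.222 by limma's camera).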

As expected, *Stat1* mRNA was markedly down-regulated while expression of various other *Stat* and *Jak* genes was differentially altered up and down when the 129:*Stat1-null* MG was compared with the 129SvEv WT (S5 Fig).

**Fig 4:**
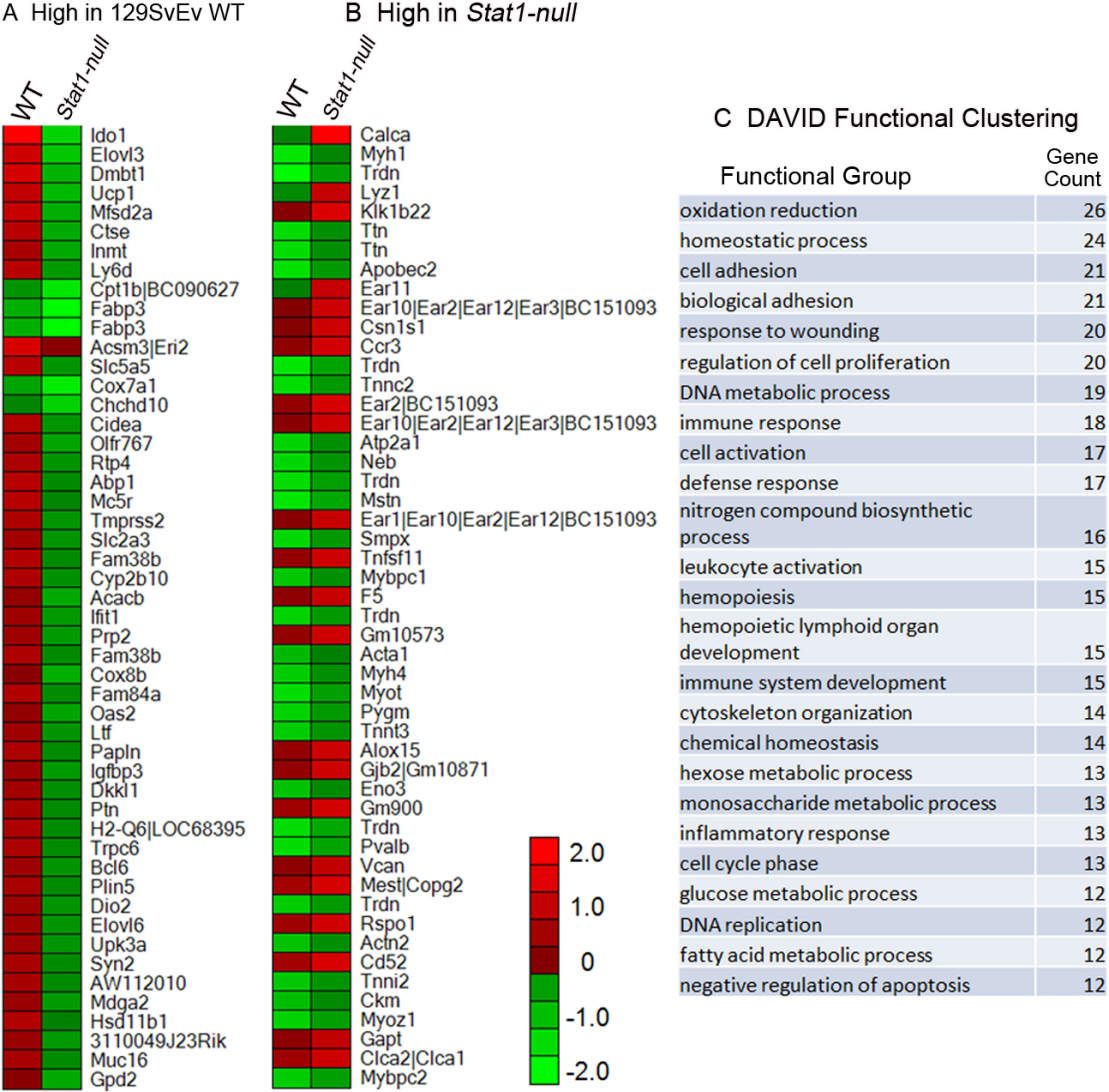
129:*Stat1-null* mammary gland expression microarray profiles indicate down-regulation of STAT1-related pathways with up-regulation of eosinophil genes. Gene expression microarrays were performed using RNA extracted from 129SvEv WT and 129:*Stat1-null* (*Stat1-null*) mammary glands (MG). The 50 genes > 2-fold higher in (A) 129SvEv WT MG and (B) *Stat1-null* MG are indicated in the heat maps (WT vs. *Stat1-null*). DAVID functional clustering (C) showed increased representation of immune cell related processes (immune response, leukocyte activation, immune system and development, inflammatory response, etc.), consistent with processes known to be affected by the loss of STAT1.

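Genes of skeletal muscle and of brown and beige fat made up many of the labels in both heat maps, and both groups behaved differently on the number 2 arrays. Of 37 skeletal muscle genes, 29 were at least 1.5-fold higher in Stat1-null at number 4 and 0 at number 2. Myh1, a myosin of fast fibers, was 5.17-fold higher at number 4 and 1.14-fold lower at number 2, and the titin gene Ttn 3.73-fold higher and 1.04-fold lower. Of 19 brown and beige adipocyte genes, 14 were at least 1.5-fold lower in Stat1-null at number 4, whereas 7 were at least 1.5-fold higher at number 2. Ucp1, the uncoupling protein of brown fat, was 4.17-fold lower at number 4 and 18.1-fold higher at number 2, and the fatty acid elongase Elovl3 5.61-fold lower and 9.07-fold higher.
Muscle genes differed more by number than by genotype. Their median difference, number 4 minus number 2, was log2 −4.46 in WT and −3.02 in Stat1-null. Their median log2 fold change between genotypes was 1.26 at number 4, −0.13 at number 2 and 0.59 over all 4 arrays (adjusted p = 0.297 by limma's camera). Of the 37 muscle genes, 22 are labelled in Fig 4, as are 10 of the 19 fat genes, so these lists are not independent of the heat maps. For brown and beige adipocyte genes the median over all 4 arrays was −0.17 (adjusted p = 0.491 by limma's camera), with Stat1-null lower in 19 of 19 genes at number 4 and higher in 17 of 19 at number 2. Without the Stat1-null number 4 array it was 0.35 (adjusted p = 0.00315 by limma's camera), without the WT number 4 array 0.04, without the WT number 2 array −0.35 (adjusted p = 0.00452 by limma's camera) and without the Stat1-null number 2 array −0.34 (adjusted p = 0.000175 by limma's camera). The muscle median was −1.70 without the WT number 4 array (adjusted p = 1.15e-11 by limma's camera) and −0.99 without the Stat1-null number 2 array (adjusted p = 0.067 by limma's camera), but 2.82 without the WT number 2 array (adjusted p = 1.94e-19 by limma's camera) and 2.14 without the Stat1-null number 4 array (adjusted p = 4.54e-07 by limma's camera). White adipocyte genes had a median of −0.08 over 20 genes (adjusted p = 0.683 by limma's camera), but −0.23 without the WT number 2 array (adjusted p = 0.0242 by limma's camera) and −0.17 without the Stat1-null number 4 array (adjusted p = 0.0365 by limma's camera), and 0.07 and 0.04 without the WT number 4 and the Stat1-null number 2 array.
Of the genes in the labels of Fig 4A, 45 had a probe set of their own, each gene counted where a label names several. All 45 were at least 1.5-fold lower in Stat1-null at number 4, 19 of them at least 2-fold, and 35 were lower at number 2. Of 38 such genes of Fig 4B, 36 were at least 2-fold higher at number 4, all but Clca1 and Clca2, which share 1 label, and 20 were higher at number 2. Between the means of all 4 arrays, 41 of the 45 were lower and 38 of the 38 higher.

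**Figure D3:**
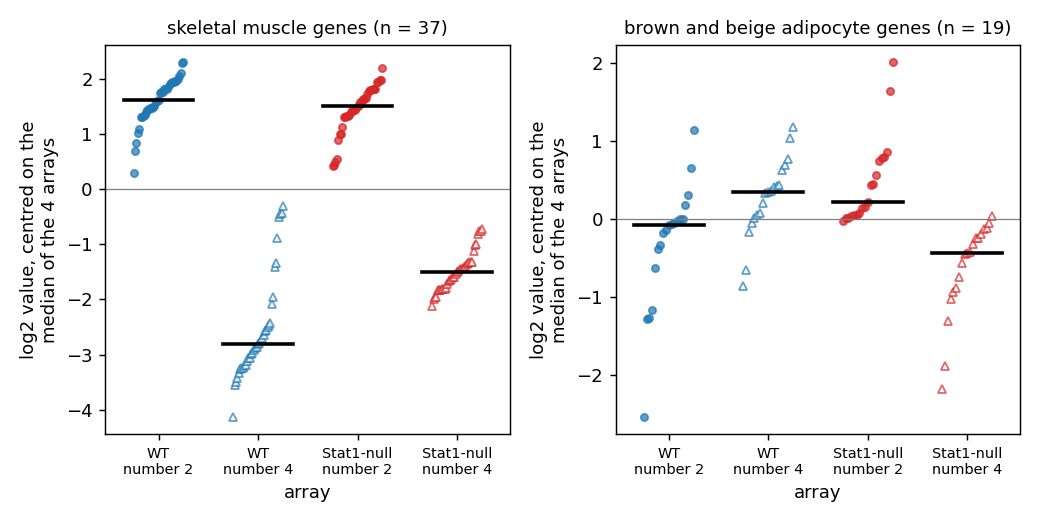
Log2 values of 37 skeletal muscle genes (left) and 19 brown and beige adipocyte genes (right) on each of the 4 arrays, centred for each gene on the median of the 4 arrays. Each point is a gene, with circles for number 2, triangles for number 4, blue for WT and red for Stat1-null, and a black bar marks the median, which for muscle is 1.62, −2.82, 1.51 and −1.51 from left to right.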

### Transplanted Wild-Type Bone Marrow does not Rescue 129:*Stat1-null* Epithelial Growth

The 129:*Stat1-null* mice are immunologically impaired with known defects in natural killer (NK) cells and macrophages [34–36]. Cells derived from the bone marrow, including immune cells and particularly monocytes/macrophages, are known to facilitate MG development [37]. In order to determine if the 129:*Stat1-null* host defect could be attributed to bone marrow-derived cells, simultaneous bone marrow and MG reciprocal transplantations were performed (Fig 5). Briefly, lethally irradiated 129:*Stat1-null* mice were reconstituted with bone marrow from 129:*Stat1-null* (control) or 129SvEv WT mice, and then served as transplant recipients for contralateral 129:*Stat1-null* and 129SvEv WT epithelial MG transplants. Similarly, irradiated 129SvEv WT mice were reconstituted with either 129SvEv WT (control) or 129:*Stat1-null* bone marrow, and then served as recipients for simultaneous 129:*Stat1-null* and 129SvEv WT epithelial MG transplants.

**Fig 5:**
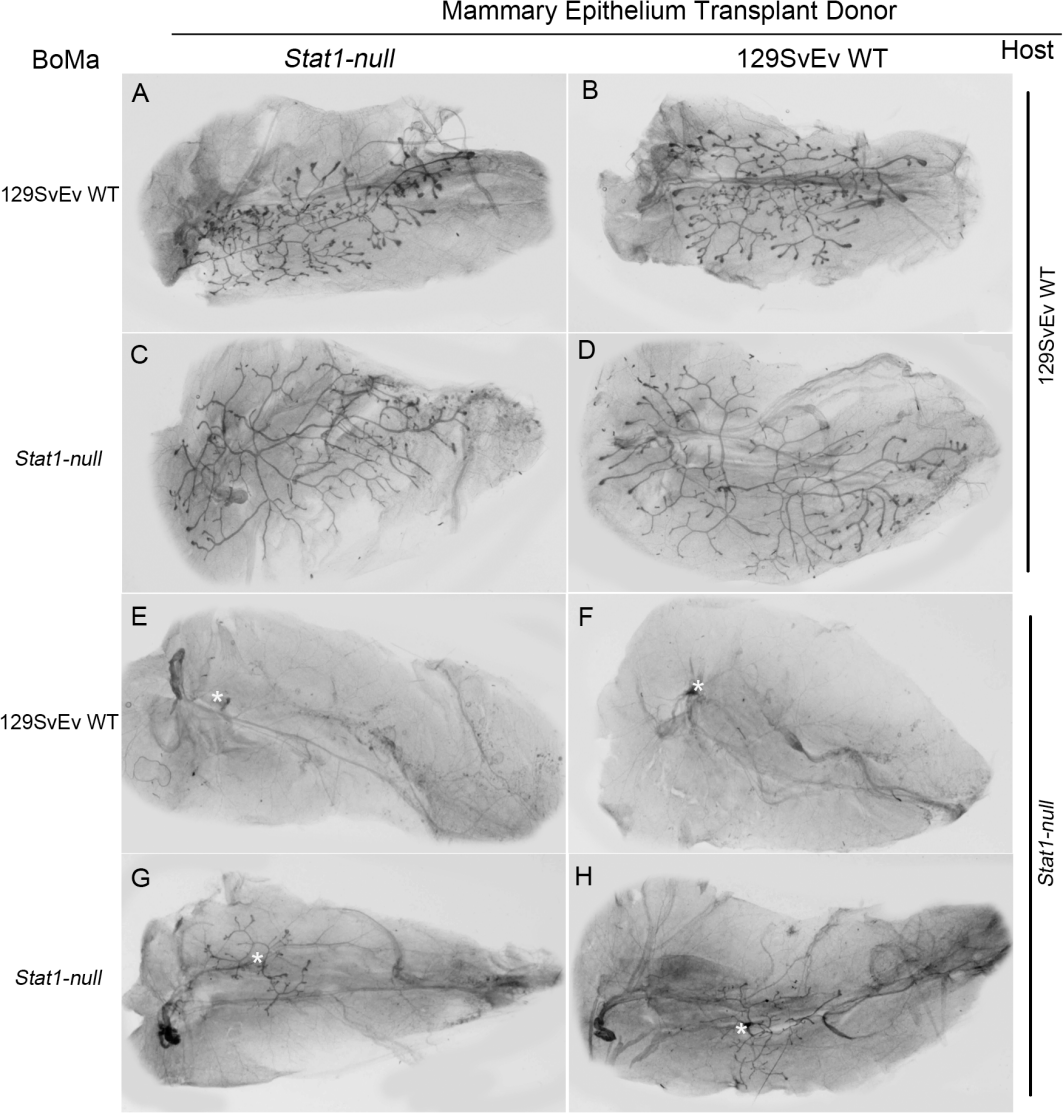
Bone marrow grafting does not alter 129:*Stat1-null* epithelial outgrowth. Hematoxylin-stained inguinal mammary gland whole mounts from 129SvEv WT and 129:*Stat1-null* (*Stat1-null*) mice. Briefly, lethally irradiated 129SvEv WT (A, B, C, D) and *Stat1-null* (E, F, G, H) were reconstituted with bone marrow (BoMa) from 129SvEv WT (A, B) or *Stat1-null* (C, D) and were transplant recipients for 129SvEv WT (B, D, F, H) and *Stat1-null* (A, C, E, G) mammary gland epithelium. The *Stat1-null* hosts show limited mammary transplant outgrowth, which did not improve with 129SvEv WT bone marrow transplantation. Additionally, no change in mammary gland outgrowth was seen in the 129SvEv WT hosts transplanted with *Stat1-null* bone marrow.

All surviving animals had complete engraftment of the donor marrow without residual host marrow (data not shown). The 129:*Stat1-null* hosts showed limited growth of the transplanted mammary epithelium, which did not improve with transplantation of 129SvEv WT bone marrow. Additionally, no change in MG growth was recorded in the 129SvEv WT hosts transplanted with 129:*Stat1-null* bone marrow (Fig 5). Taken together, these experiments indicated that the mammary phenotype could not be rescued or created using transplanted bone marrow alone.

### Growth of Neoplastic Transplants is Impaired in 129:*Stat1-null* Hosts

STAT1 was previously shown to function as a tumor suppressor [12–16, 38]. Given our data indicating that STAT1 functions in the MG microenvironment to regulate growth of the normal epithelium, we performed experiments to assess the effects of this microenvironment on tumor cell growth. Three different primary MG tumors that arose in 129:*Stat1-null* mice were transplanted bilaterally into inguinal MFPs of 129SvEv WT and 129:*Stat1-null* recipient mice. Seven weeks post transplantation, the volume of resulting MG tumors in 129SvEv WT hosts was almost 10 times that of tumors grown in 129:*Stat1-null* hosts (Fig 6). Thus, the 129:*Stat1-null* local or systemic environment poorly supports the growth of transplanted primary tumor cells and suggests that the tumor suppressor action of STAT1 in the microenvironment/host is not functional or effective.

**Fig 6:**
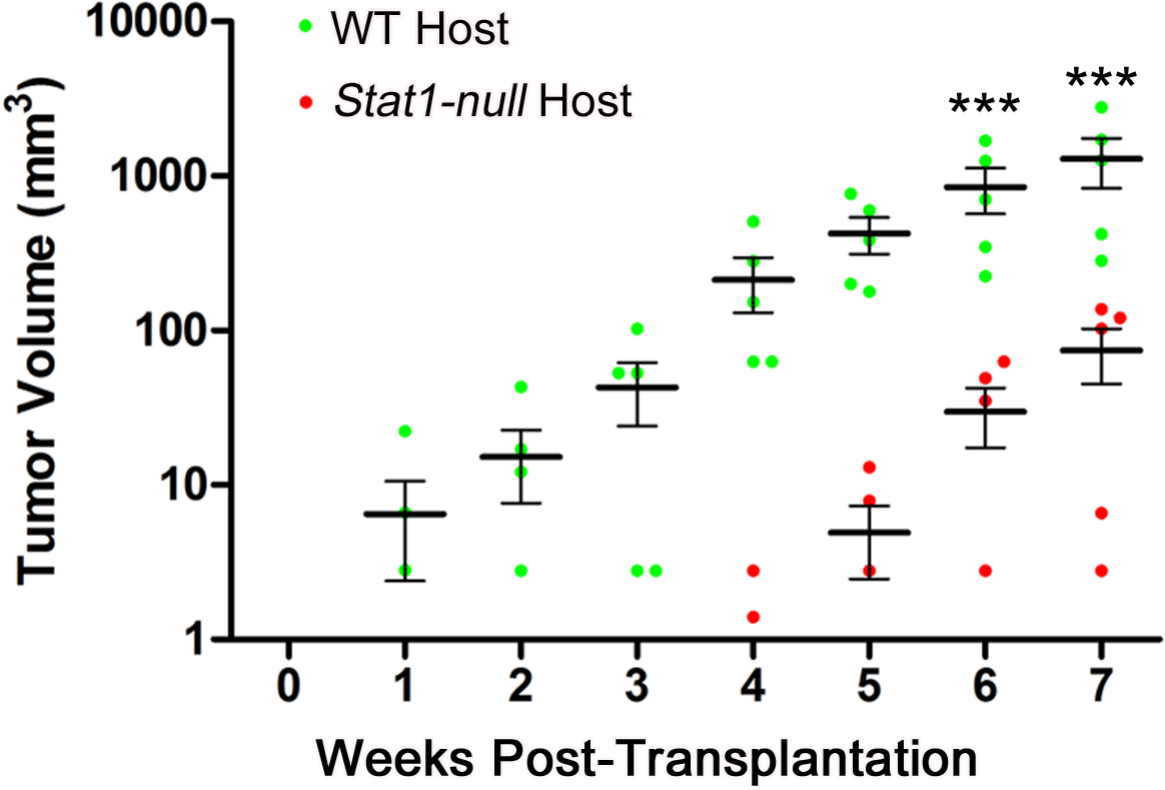
129:S*tat1-null* fat pads poorly support growth of transplanted tumors. Tumor volume changes in mammary glands of 129SvEv WT or 129:*Stat1-null* (*Stat1-null*) host mice over time. Explants of three primary mammary gland tumors from *Stat1-null* mice were transplanted into inguinal mammary glands of five 129SvEv WT or *Stat1-null* hosts. Tumors were measured by caliper twice weekly for 7 weeks. Tumor volumes in 129SvEv WT mice increased 10-fold faster than those in *Stat1-null* hosts. Data are mean ± SEM (n = 5), ***P<0.001. Each horizontal black bar represents the mean of tumor volumes.

To further define differences in the host response to mammary epithelium, a 129:*Stat1-null* epithelial tumor cell line SSM2^UCD^ [39] that had been transplanted into 129SvEv WT and 129:*Stat1-null* gland-intact MFPs was examined by histology and immunohistochemistry (Fig 7). SSM2 ^UCD^ tumors transplanted into the 129:*Stat1-null* MG showed a consistent and characteristic granulocytic infiltrate with rare CD3+ cells and other scattered mononuclear cells (Fig 7H). In contrast, transplants into 129SvEv WT MG were characterized by mononuclear, predominantly CD3+ lymphocytic infiltrates with relatively sparse granulocytes (Fig 7G). However, 129:*Stat1-null* hosts that were pretreated for two weeks with PDOM and then immediately implanted with SSM2^UCD^ cells showed an intermediate response with a mononuclear host infiltrate with more CD3+ cells and decreased granulocytes (Fig 7I). These host responses to transplanted tumors are consistent with the known immunological imbalance in 129:*Stat1-null* mice [22] and the expression microarray analysis of the respective intact mammary fat pads which show increased levels of granulocyte related RNA (Fig 4).

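The neutrophil granule genes Elane, Mpo and Prtn3, which encode an elastase, a peroxidase and a proteinase, were each 1.25-fold lower in Stat1-null at number 4, and 1.12-fold, 1.12-fold and 1.13-fold lower at number 2. Ltf (lactoferrin), which neutrophils and mammary epithelium both make, was 1.91-fold and 2.08-fold lower. The deposited values carry no expression level, so whether any of these genes stood above background could not be told.
Of 16 neutrophil genes, 12 were lower and 4 higher at number 4, and 11 were lower and 5 higher over all 4 arrays. The median log2 fold change was −0.16 at number 4, −0.02 at number 2 and −0.07 over all 4 arrays (adjusted p = 0.0678 by limma's camera). The latter was −0.15 without the Stat1-null number 2 array, and without the Stat1-null number 4 array −0.03. No gene passed limma's adjusted p under 0.05 over all genes, and 1, Ltf, was lower when adjusted over the list alone (adjusted p = 0.344 over all genes).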

**Fig 7:**
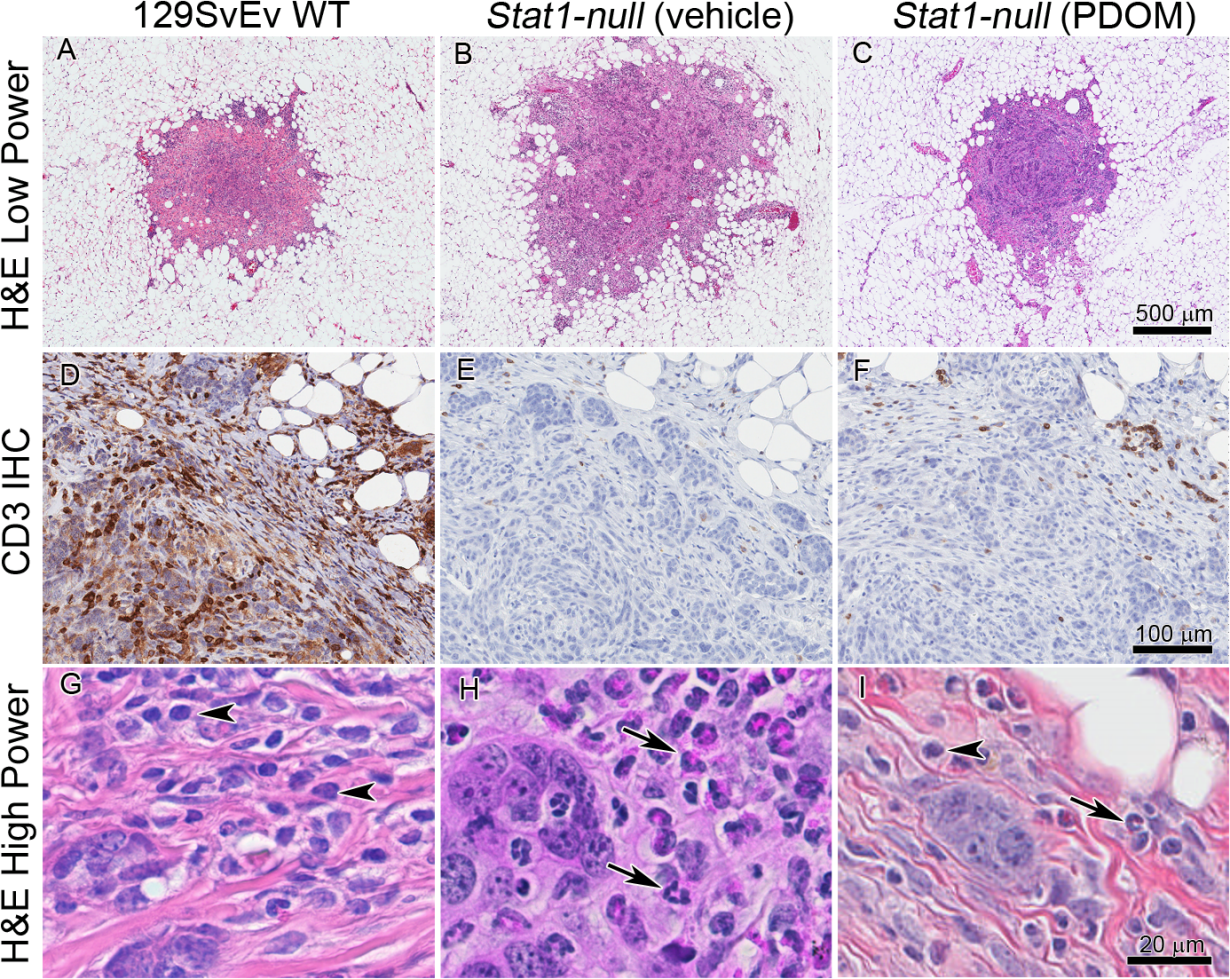
Differing host responses between 129:*Stat1-null* and 129SvEv WT to transplanted tumor cells. The SSM2^UCD^ tumor cell line derived from a 129:*Stat1-null* (*Stat1-null*) mammary gland tumor was transplanted into intact mammary glands of 6-week-old 129SvEv WT (A, D, G), *Stat1-null* mammary glands (B, E, H), and mammary glands of *Stat1-null* mice treated with PDOM (C, F, I). The SSM2 tumors were harvested and processed for histopathological review two weeks after transplantation. Upper 3 panels (A, B, C) show low magnification of H & E-stained transplants after 2 weeks; middle 3 panels (D, E, F) show anti-CD3 staining. Note that the most intense and wide-spread CD3+ staining is found around and in the SSM2 tumor cells in the 129SvEv WT host. The lower 3 panels (G, H, I) are high magnification of H & E-stained areas of A, B and C, respectively. In G, arrowheads indicate monocytes suggesting a general mononuclear response in the 129SvEv WT. In H, arrows point to granulocytes and suggest that the SSM2 tumors have a general granulocytic host response in the *Stat1-null*. In I, the presence of monocytes (arrowhead) and granulocytes (arrow) suggests an intermediate immune response in *Stat1-null* hormone treated (PDOM) hosts.

### 129:*Stat1-null* Mammary Fat Pads are Growth Factor Deficient

Transplantation of both neoplastic and normal mammary epithelium into 129:*Stat1-null* hosts resulted in retarded cell growth relative to that in the 129SvEv WT host, suggesting that the 129:*Stat1-null* microenvironment might be deficient in one or more growth-regulating factors. We first determined the growth response of SSM2^UCD^ cells and COMMA-1D cells (a phenotypically normal BALB/c mammary epithelial cell line [40]) to CM prepared using ECFPs from 129SvEv WT control, 129:*Stat1-null*, and “rescued” 129:*Stat1-null* mice treated with PDOM.

The SSM2^UCD^ cells grown in 129SvEv WT CM were assessed by immunofluorescence for Ki67 (Fig 8A) that revealed a higher growth rate compared to those grown in 129:*Stat1-null* CM or basal media (Fig 8B). The SSM2^UCD^ cells cultured in 129:*Stat1-null* CM showed less cohesion compared to cells cultured with CM prepared from the MG of 129SvEv WT mice (Fig 8C and 8D, merged). SSM2^UCD^ cell clusters were more extensive when cultured in 129SvEv WT compared to 129:*Stat1-null* CM with distinctions in cell-cell junctions (ZO1 staining), focal adhesions (vinculin staining), and organization of the actin cytoskeleton (Fig 8C and 8D).

**Fig 8:**
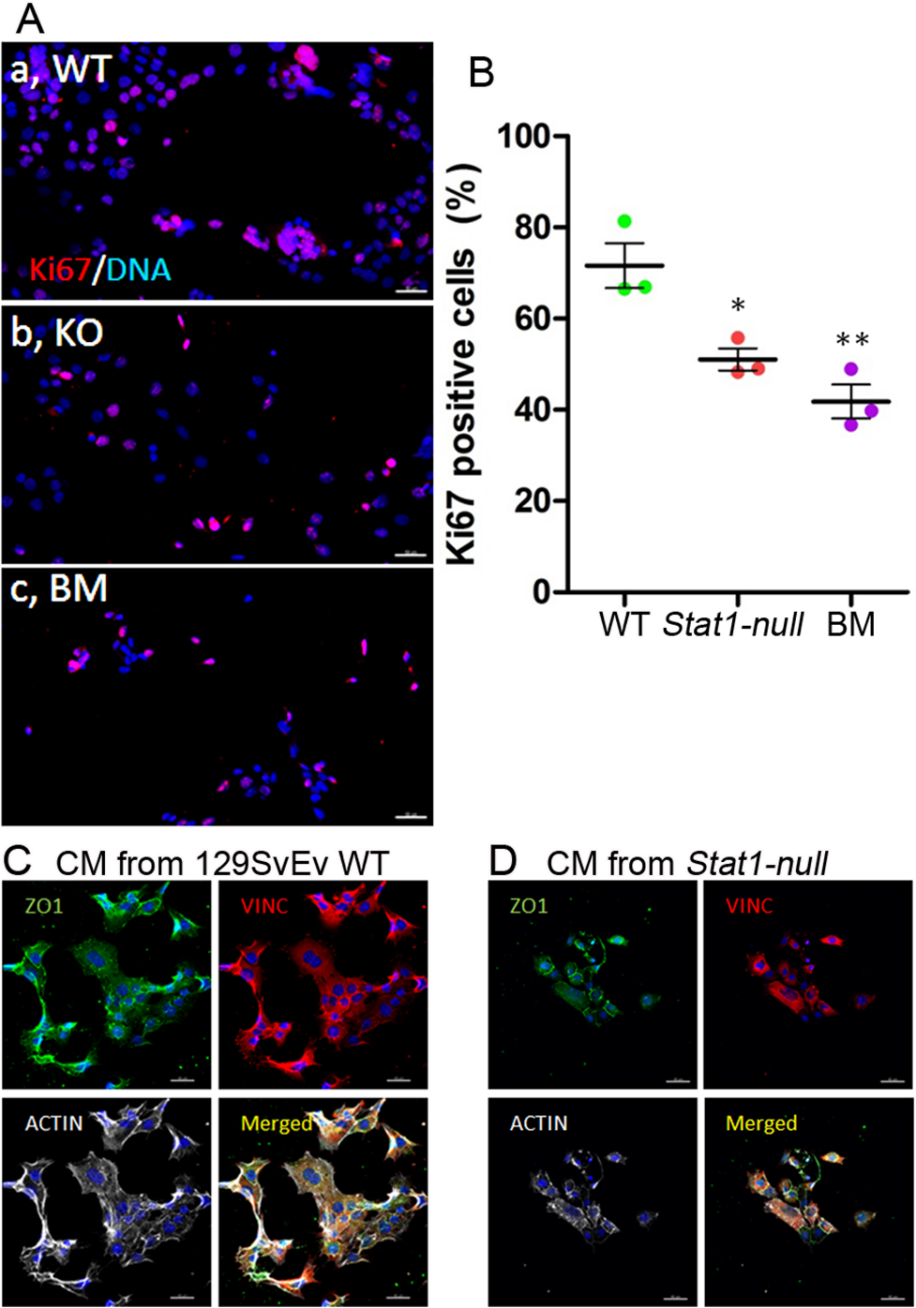
*Stat1-null* fat pad conditioned media poorly supports tumor cell line proliferation. Cell proliferation of SSM2^UCD^ cells treated with CM from epithelium-cleared fat pads (ECFP) of 129SvEv WT and 129:*Stat1-null* (*Stat1-null*) mice is demonstrated with Ki67 staining (A). Immunofluorescence staining for Ki67 (red) and DAPI (blue) shows the growth proportion of SSM2^UCD^ cells cultured in conditioned media (CM) from 129SvEv WT ECFP (a, WT), CM from *Stat1-null* ECFP (b, KO) or basal media (c, BM). The percentage of Ki67 positive cells was higher in 129SvEv WT CM than *Stat1-null* CM or BM (B). Data are mean ± SEM (n = 3). *P<0.05, **P<0.01. Immunofluorescence for ZO1 (green), VINC (red), ACTIN (white) and DAPI (blue) in SSM2^UCD^ cells cultured in CM from 129SvEv WT (C) or CM from *Stat1-null* ECFP (D) shows changes in cytological distribution of structural proteins. Scale bar = 50 μm.

COMMA-1D cells showed minimal growth in 129:*Stat1-null* CM when compared to their growth in serum-free basal media (Fig 9A). In contrast, the CM from 129SvEv WT ECFPs stimulated growth of COMMA-1D cells [41], with a 24 h doubling time of 2 d (Fig 9A). Interestingly, the CM from 129:*Stat1-null* ECFPs pretreated with PDOM stimulated the growth of COMMA-1D cells to an extent similar to their response to 129SvEv WT CM (Fig 9A).

**Fig 9:**
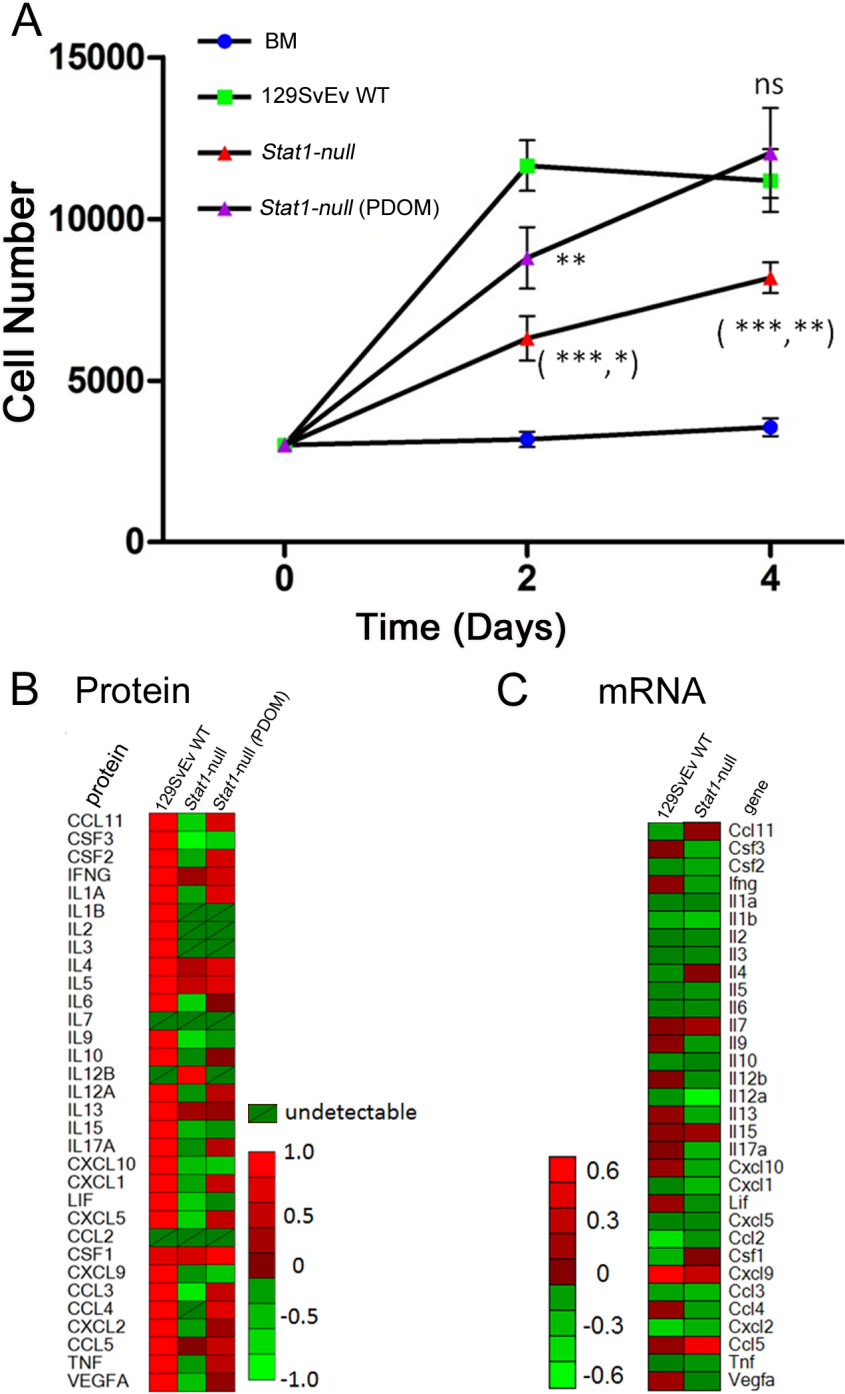
129:*Stat1-null* fat pad conditioned media inhibits growth of normal epithelium. OMMA-1D cell proliferation over time (A). Cells were grown in media conditioned by epithelium-free fat pads (ECFP) taken from either 129SvEv WT, 129:*Stat1-null* (*Stat1-null*) or PDOM-treated *Stat1-null* mice, or else basal media (BM) for 4 d. Cell proliferation was measured with a methylene blue stain assay at day 2 and day 4. Data are mean ± SEM (n = 6 wells per treatment). For 129SvEv WT vs *Stat1-null*, ***P<0.001 (day 2), **P<0.01 (day 4). For 129SvEv WT vs *Stat1-null* (PDOM), **P<0.01 (day 2). For *Stat1-null* vs *Stat1-null* (PDOM), *P<0.05 (day 2) and **P<0.01 (day 4). Data are representative of 4 separate experiments. Medium conditioned by ECFP from 129SvEv WT or *Stat1-null* mice were used to assess cytokines by Milliplex assay (B). The heat map shows the cytokine levels of CM made with ECFP from 129SvEv WT, *Stat1-null*, or *Stat1-null* mice treated with PDOM. *Stat1-null* gland-intact mammary fat pads (MFP) have lower levels of cytokine expression than 129SvEv WT gland-intact MFP (C). Heat maps of multiplex cytokine/chemokine assay results show the differences in cytokine expression levels between 129SvEv WT and *Stat1-null* gland-intact MFP.

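The genes of the cytokine panel were mostly lower in Stat1-null on the number 4 arrays and mostly higher on the number 2 arrays. Of 32 genes, 22 were lower and 10 higher at number 4, and 5 were lower and 27 higher at number 2. Il12a, a subunit of interleukin 12, was 1.42-fold lower at number 4 and 1.05-fold higher at number 2. Il1b, an inflammatory cytokine, was 1.09-fold lower and 1.73-fold higher, and the chemokine Ccl3 1.08-fold lower and 1.44-fold higher. Cxcl10, an interferon-induced chemokine, was 1.26-fold lower at number 4 and 1.12-fold lower at number 2. The chemokine Ccl2, which attracts monocytes, was 1.30-fold and 2.05-fold higher.
No gene of the panel differed by as much as 1.5-fold at number 4, where the median log2 fold change was −0.09, at percentile 13.5 of 10000 random lists of its size. At number 2 the median was 0.09, at percentile 99.97, and over all 4 arrays it was 0.04 (adjusted p = 0.414 by limma's camera), with 18 genes higher and 14 lower. Without the Stat1-null number 4 array it was 0.07 (adjusted p = 0.000162 by limma's camera), and −0.05 without the Stat1-null number 2 array, 0.07 without the WT number 4 array and −0.002 without the WT number 2 array. No gene passed limma's adjusted p under 0.05, over all genes or adjusted over the list alone. Eotaxin (Ccl11) was higher by log2 0.27 over all 4 arrays (standard error 0.07, adjusted p = 0.598 from limma), and Ccl4 lower by −0.05 (standard error 0.12).

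**Figure D4:**
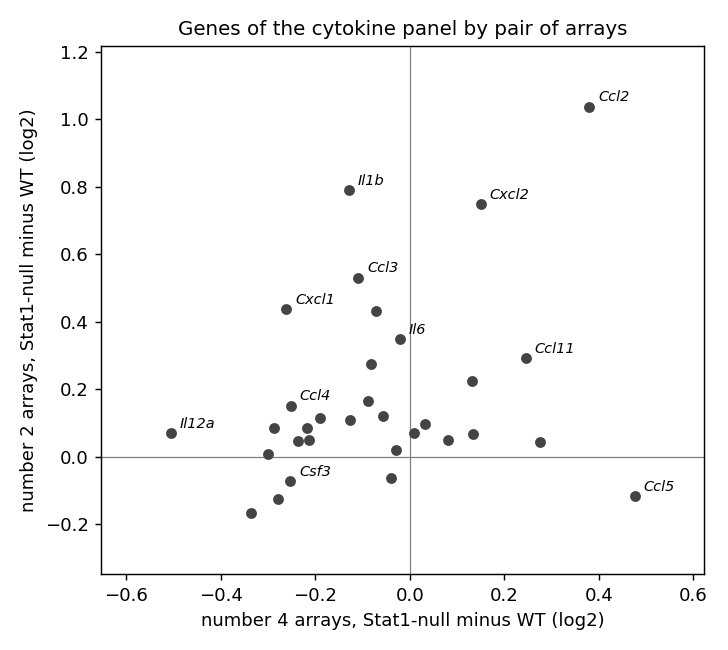
Log2 fold change, Stat1-null minus WT, of 32 cytokine genes at number 4 (horizontal axis) and at number 2 (vertical axis), each point being 1 gene and 1 array against 1. Most points lie left of 0 on the horizontal axis and above 0 on the vertical axis.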

### Profiles of Conditioned Media Indicate Reduced Cytokine Levels in the *Stat1-null* Mammary Fat Pad

Cell-free CM stimulated differential growth and morphological phenotypes of epithelial cells, suggesting a role for diffusible molecules such as chemokines/cytokines from the MFP. 

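The paper's MSP1 was read here as the product of Mst1. This pairing is uncertain, since Mst1 is not among the genes of the cytokine panel. The genes taken for G-CSF, IL-6, MSP1, KC and MIP2 were compared. Of these, Csf3 (G-CSF) and Mst1 were lower in the Stat1-null fat pad on both pairs of arrays. Csf3, a growth factor for neutrophils, was 1.19-fold lower at number 4 and 1.05-fold lower at number 2, and Mst1 1.31-fold and 1.06-fold lower. Il6 was 1.01-fold lower at number 4 and 1.27-fold higher at number 2. Cxcl1 (KC), which attracts neutrophils, was 1.20-fold lower and 1.35-fold higher. Cxcl2 (MIP2), a chemokine with the same target cells, was 1.11-fold higher at number 4 and 1.68-fold higher at number 2.
Over all 4 arrays the log2 fold change was −0.16 for Csf3 (standard error 0.09), −0.23 for Mst1 (0.10), 0.16 for Il6 (0.14), 0.09 for Cxcl1 (0.24) and 0.45 for Cxcl2 (0.45). Limma's adjusted p was 0.643, 0.609, 0.748, 0.946 and 0.784 for these genes in the same order. The proteins in conditioned medium were not analysed here.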

The gene expression profiles from intact MFP, alongside the results from the multiplexed protein analysis of ECFP CM, showed reduced levels of many cytokines in the 129:*Stat1-null* MFP compared with the 129SvEv WT MFP, including G-CSF, IL-6, MSP1, KC, and MIP2 (Fig 9B). Other cytokine levels in the 129:*Stat1-null* CM, such as CCL11 (eotaxin), were similar to those in 129SvEv WT CM. Of note, the medium conditioned by ECFPs from PDOM-treated mice exhibited cytokine profiles much closer to that from 129SvEv WT than 129:*Stat1-null* CM. Notably, there was a greater than 50-fold difference in CCL4 (MIP-1β) between *Stat1-null* CM and PDOM pretreated 129:*Stat1-null* CM, or 129SvEv WT CM (Fig 9B). These results indicate that the microenvironment of the ECFP in 129:*Stat1-null* mice is deficient for a large range of growth-regulatory molecules that are restored in response to PDOM.

## Discussion

Our studies document a number of developmental abnormalities in MG of nulliparous 129:*Stat1-null* mice, including delayed ductal elongation and defective branching morphogenesis that could be rescued with pregnancy and lactation. These structural abnormalities are accompanied by abnormal, enlarged terminal end buds with disorganized clusters of cells in the surrounding stroma. Subsequently, 129:*Stat1-null* mice were found to have low levels of cytokines that likely explains the inability of the MFP to sustain growth of primary and transplanted mammary epithelial normal and neoplastic cells. The growth-limiting deficit in the 129:*Stat1-null* MFP can, in part, be overcome with pregnancy or exogenous PDOM that restores the cytokine profile within the MFP and reverses the epithelial growth and development defects. However, the loss of STAT1 is also associated with minor, but statistically significant, PDOM-resistant abnormality in branching morphogenesis that suggests an epithelial cell-autonomous defect These phenomena highlight multiple potential roles for STAT1 in regulating the complex interplay between the endocrine and stromal environments during MG development.

The comparison of MG development in 129SvEv WT and 129:*Stat1-null* females also reveals clear morphological differences between the genotypes. The 3D structural analysis of whole mounts from six-week-old mice documents that the 129:*Stat1-null* mice have larger TEBs and a widely-dispersed overabundance of adjacent stromal “escort cells”. The presence of these large TEB surrounded by scattered small stromal cells suggests that the signals necessary to organize and coordinate the complex interactions between stroma and epithelium during ductal extension may be weak or missing in *null* mice.

The MGs of mature virgin 129:*Stat1-null* females are also underdeveloped with reduced ductal branching that persisted beyond sexual maturity. However, the 129:*Stat1-null* females can successfully nurse pups with structurally normal and functional MGs during lactation, indicating that the phenotypic abnormality is reversible with hormone stimulation.

Given the global role of JAK-STAT [33] in the MGs of nulliparous females and during post-weaning involution [42], it is somewhat surprising that previous studies did not perform detailed analyses of MG development, but chose to primarily focus on tumorigenesis [12–15]. This discrepancy was also intimated by Haricharan and Li [6]. Neither Raven et al. nor Chan et al. specifically presented data on the *Stat1-null* non-neoplastic MGs [12, 14]. When evaluating MG whole mounts from 50-day-old nulliparous females, Schneckenleithner et al. described”…an increased density of ductal structures but no differences in end duct formation” and showed the normal histology in a regressing Balb/c wild type MG [15]. In contrast, Klover et al. did not report significant differences in the MGs of their epithelial-specific FVB:*Stat1-null* mice, thereby implying there were no cell-intrinsic abnormalities [13]. However, the image presented by Klover et al. as evidence for their statement that “A complete lack of STAT1 expression is observed in Stat1fl/fl NIC mice” was illustrated in Fig 4 in “Non–tumor-containing epithelium from approximately 1 year-old tumor-bearing mice is shown.” The epithelium illustrated was identified as hyperplastic and perhaps neoplastic by our experienced pathologists. Further evidence was based on a WAP-Cre knockout that in and of itself would require a pregnancy for promoter activation, which, as demonstrated in the current paper, obliterates the *Stat1-null* MG phenotype.

Differences between our present findings and the latter two reports could be due to differences in constructs, strains and genetic background of mouse models or other factors [43]. The critical role of STAT1 in signal transduction in multiple organ systems [33] prompted us to undertake a more detailed study of MG development in 129:*Stat1-null* females.

STAT1 is responsible for IFNγ signaling [6] and also mediates PRL signaling [44–46]. STATs 1, 3 and 5 are activated by a variety of extracellular stimuli including growth factors, hormones and cytokines [6, 42]. Empirically, pregnancy rescued the 129:*Stat1-null* MG morphological phenotype, and exogenous PDOM increased growth of null epithelium in the 129:*Stat1-null* hosts to an extent approaching that recorded in 129SvEv WT hosts. Significantly, full recovery of MG growth and development required a combination of ovarian (P) and pituitary (PRL) hormones, which could not be realized with the individual hormones (S1 Fig). However, the 129:*Stat1-null* epithelium still demonstrated statistically significantly reduced ductal branching, even after hormone stimulation and growth in a 129SvEv WT host (Fig 3). This finding suggests that, while hormones can stimulate the 129:*Stat1-null* epithelium, the subsequent branching abnormalities are, in part, epithelial-cell autonomous.

Reciprocal MG transplants revealed that both 129SvEv WT and 129:*Stat1-null* epithelium could grow in 129SvEv WT hosts, whereas the syngeneic 129:*Stat1-null* hosts did not support the same level of growth and differentiation of either epithelial genotype. STAT1 deficient mice are immunodeficient and are susceptible to *Listeria* and *plasmodium* infections [17, 21, 22] and have been used to study immune editing during tumorigenesis [22, 35], raising the possibility that reduced MG growth in 129:*Stat1-null* females reflected systemic changes in marrow-related cells.

Bone marrow-derived immune cells, particularly monocyte/macrophages, are important for mammary duct elongation at the terminal end bud [37, 47]. However, reciprocal bone marrow transplantation demonstrated that the impaired MG development in nulliparous 129:*Stat1-null* mice is not dependent upon the immune cells themselves, but is more likely to reflect a defect in recruitment of these cells by an altered microenvironment. The epithelial response to these stromal abnormalities is also not limited to “normal” 129:*Stat1-null* epithelial cells given that 129:*Stat1-null* neoplastic cells transplanted into both 129SvEv WT and 129:*Stat1*-*null* hosts grew more rapidly in 129SvEv WT hosts. Notably, the early 129:*Stat1*-*null* host response to the tumor cells was characteristically granulocytic while the early host response in 129SvEv WT was mononuclear and dominated by CD3+ T-cells. Such observations are consistent with known immunological deficiencies in the 129:*Stat1*-*null* mice having defects in the function of NK cells and macrophages [35, 36], and further confirm that the MG microenvironment is altered between WT and 129:*Stat1-null* mice.

The biological complexity of the JAK-STAT interactions should also influence the interpretation of tumorigenesis in nulliparous and parous 129:*Stat1-null* females in comparison to other STAT1 models. The 129:*Stat1-null* females develop mammary tumors having a unique ER+, progesterone receptor (PR)+ histological signature distinct from other models [12, 38]. Prior studies of mammary tumorigenesis in *Stat1-null* mice in other mouse strains [13–15] and using different molecular constructs [48] have induced tumors either by crossing mice with tumor-prone cNeu transgenic mice [13–15] or by pregnancy [15]. In contrast, tumors develop spontaneously in 129:*Stat1-null* nulliparous females [12].

Using transplants of normal mammary epithelium coupled with parity induction of tumorigenesis in the Balb/c model, Schneckenleithner et al. suggested that the immune response and cell-intrinsic factors are important during tumorigenesis induced by loss of STAT1 [15]. Our data are consistent with these general conclusions. However, the histopathology of the spontaneous ovarian dependent tumors in the 129:*Stat1-null* MG is homogeneous with a unique cytological ER+ phenotype [12]. In contrast, the “spontaneous” precancerous lesions (referred to as “MIN”) and tumors in the parity-induced Balb/c model are described as heterogeneous [15]. Unfortunately, the descriptions of those lesions used human-based classifications that are difficult to translate to traditional or current mouse mammary tumor classifications [49–51]. Examination of the images in the Schneckenleithner et al. publication suggests that the heterogeneous tumors bear hallmarks consistent with those previously documented in animals infected with Mouse Mammary Tumor Virus (MMTV) [49, 52, 53] and described in genetically engineered mice with perturbation of the Wnt pathway [54]. Since the WT multiparous Balb/c mice used in those studies also developed mammary tumors, it is possible that the colony is expressing the nodule inducing virus (NIV) type of MMTV found in C3Hf and some BALB/c colonies [53], which would further confound comparisons between the different *Stat1*-null models.

Profiling of the cytokines within three types of cell-free medium conditioned by cultured explants of MFP revealed a global and profound diminution of cytokines in the 129:*Stat1*-*null* CM. Notably, the cytokine expression profiles from intact 129:*Stat1*-*null* MGs were comparable to those of the CM prepared using only the ECFP. Of note, the cytokines eotaxin (CCL11), CSF, and MIP-1α (CCL3) are related to eosinophil or macrophage functions, which aligns with the short-term (14 d) immunological responses within transplants of 129:*Stat1*-*null* tumors into 129SvEv WT and 129:*Stat1-null* hosts.

We, and others, previously showed that diffusible unsaturated fatty acids are a major component of the mitogenic capacity of CM prepared using explants of MFP [41, 55]. This consideration raises the question of whether the metabolic capacity of the 129:*Stat1-null* MFP is modified, and whether this property is affected by the altered profile of microenvironmental cytokines. Certainly STAT1 is crucial for adipocyte function where it mediates IFNγ-regulated lipolysis in adipocytes [56] and the effects of prostaglandins on their differentiation [57]. At the same time we found that both the cytokine profile and mitogenic capacity of CM could be restored by exogenous PDOM. We [32, 58] and others [59] have highlighted the potential for convergence of P and PRL signaling in the MG, where P alone can stimulate ductal development in the MG [60, 61], likely via synergy with IGF-1 [62]. Along these same lines, we showed that P and PRL synergized to stimulate proliferation of the mammary ductal epithelium of mice independent of E [32]. Furthermore, P and PRL are both known to signal via STAT1 [46, 63], and both P and PRL can affect the activity of adipose tissue and its local production of cytokines [64–66]. Thus, an evolving hypothesis is that the nulliparous 129:*Stat1-null* MFP lacks diffusible molecules such as cytokines and/or fatty acids that are required to sustain normal mammary growth and development, and that these are locally mediated by endocrine cues during ductal elongation. Further studies are required to dissect this complex hormonal, tissue, cellular and molecular milieu and are beyond the scope of this paper.

Finally, all these factors will need to be considered in any study of tumorigenesis in STAT1 deficient mice, where our data indicate that aberrant MG development directed by the 129:*Stat1-null* microenvironment leads to increased tumor initiation. Since 129:*Stat1-null* mice model neoplastic development of ER-positive mammary tumors later in human life, the model warrants further attention. A major challenge will be to determine how a neoplastic cell arises and how it continues to grow in the relatively unsupportive 129:*Stat1*-*null* growth microenvironment. At this stage it seems unlikely that simple cell-autonomous over-expression of growth-promoting genes can sufficiently explain neoplastic progression. The enigma that remains to be solved is which tumor cell-host microenvironment interactions are at play during tumor initiation versus progression.

## Supporting Information

S1 Fig Whole mount images of 129SvEv WT and 129:*Stat1-null* mammary glands during lactation, pre-lactation and involution.

S2 Fig Low power whole mount images of mammary glands from Fig 2A.

S3 Fig Circulating hormone levels of 129SvEv WT and 129:*Stat1-null* mice.

S4 Fig Estrogen (E) or progesterone plus domperidone (PDOM), restores branching in 129:*Stat1-null* mammary gland.

S5 Fig 129:*Stat1-null* mammary gland expression microarray profiles indicate altered regulation of Stats and Jaks.

S1 Table Mammary gland epithelium transplant take rate.

S2 Table Student's t test P value (one-tail) comparisons among transplant groups.

S1 Text Materials and methods for qPCR for bone marrow experiments.

# Supplementary material for: Abnormal Mammary Development in 129:STAT1-Null Mice is Stroma-Dependent
**Source:** PLoS One. 2015 Jun 15;10(6):e0129895. doi: 10.1371/journal.pone.0129895
**Supplement:** S1 Text

Supplemental Materials and Methods

qPCR of gDNA. Genomic DNA was extracted from pelleted erythrocytes using Qiagen DNeasy blood & tissue kit following manufacturer’s protocol. DNA was then assayed using Taqman® quantitative PCR via the multiplexed relative cycle threshold (Ct) method. Briefly, 2 L of each DNA sample was tested in a total reaction volume of 10 L in quadruplicate utilizing Qiagen QuantiTect PCR kit with ROX chemistry. 384-well plates were processed on an AB7900HT with the following cycles: 95°C for 15 min and then 40 cycles of 95°C for 30 sec, 60°C for 1 min. Two Taqman® assays were designed and utilized including a Neomycin selection cassette region from the targeting vector in addition to a native *Stat1-null* region removed from the targeted Stat1 locus. Mutant sequence (Neo) primers/probe used included a forward primer CCATTCGACCACCAAGCG, probe 6FAM-AACATCGCATCGAGC-MGB/NFQ, and reverse primer AAGACCGGCTTCCATCCG. Native *Stat1-null* region primers/probe used included a forward primer CGCTGGCTAGGGAGTAGAGT, probe 6FAM-TTGTTGATGAAGTAGCTTGGAGATGTGTT-NFQ, and reverse primer ATGGCCACTGGTGATAGTCAC. Each of the Neo and Stat1 sequences were multiplexed and quantified relative to an endogenous reference (ultra-conserved 329) with primers/probe including a forward primer GTCATCAAGTGAGAAAGACATCCT, probe VIC-CTCCTGGCTGCCTG-MGB/NFQ, and reverse primer CATCATGAATTTTGATAAGCCCATT. Each DNA sample averaged ΔCt was compared against the averaged ΔCt of either a homozygous *Stat1-null* DNA (Neo assay) or 129SvEv WT DNA (native Stat1 KO assay) producing a ΔΔCt. Percentage of *Stat1-null* derived erythrocyte cells was calculated from the native Stat1 KO assay as % = 1-2-(ΔCtErythrocyte-ΔCtWildtype) where % is expressed as a decimal. Inversely, the Neo assay ΔΔCt comparison between erythrocyte DNA and a homozygous *Stat1-null* DNA was calculated as % = 2-(ΔCtErythrocyte-ΔCtHom) where % is expressed as a decimal. Both assays showed a congruent and strong correlation that due to the majority of erythrocyte cells being derived from the *Stat1-null* cells, we used the more accurate Native Stat1 KO assay calculations. *Stat1-null* derived erythrocyte cells accounted for an average of 77.8% of the erythrocyte cell DNA assayed (n=7, Stdev=0.098).

How the deposited data were processed for this re-analysis (not part of the article)

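Gene expression was measured in mammary glands of 129SvEv WT and Stat1-null mice on 4 Affymetrix Mouse Gene ST arrays, 2 per genotype, numbered 2 and 4 within each. The authors background-corrected, summarized and normalized the probe intensities by RMA in GeneSpring GX and filtered on a raw intensity above 38 before their 1.5-fold comparison, as their methods state. The deposited table holds log2 values (log2 taken because RMA gives it, the base not being stated) of 28856 probe sets, centred for each probe set on its median over the 4 arrays. Whether the table was made before or after the filter on intensity is not given in the sources used here. Because no level is left in centred values, that filter and a variance trend by level were not applied. The versions of RMA and GeneSpring are not given in the sources used here.

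Probe sets were named from the platform's annotation table. It paired 21789 probe sets with 1 symbol, 1621 with several and 5446 with none. Only the first kind entered the gene table of 19938 genes, in which the probe set with the largest variance over the 4 arrays stood for a gene with several. Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend), Stat1-null minus WT, with no other term and 2 residual degrees of freedom. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Gene lists were tested on the gene table with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, adjusted over 33 lists. Of 708 list members 650 were matched to a gene. Medians of lists on the number 4 and number 2 arrays alone were placed among 10000 random lists of the same size, which could not be matched on expression level.

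The lists covered Stat and Jak genes, interferon response, antigen presentation and IFN-gamma, Ear genes, eosinophils, eosinophil attraction and type 2 cytokines, neutrophils, mast cells, monocytes and macrophages, T cells, B cells, NK cells, the cytokine panel, growth factors, brown and beige adipocytes, white adipocytes, fatty acid and triglyceride synthesis, fatty acid oxidation, oxidative phosphorylation, oxidation-reduction, skeletal muscle, luminal epithelium, basal and myoepithelium, milk genes, progesterone and estrogen response, proliferation, fibroblasts and matrix, endothelium, nerve sheath, skin keratinocytes, red blood cells, and posterior and anterior position. The lists, the comparisons, the rule for naming genes and the alternatives were set before the data were examined, except the comparisons within number 4 and within number 2, which were added after the heat maps had been matched to the number 4 arrays. The rule names every gene in the paper's text and in the labels of Fig 4 and Fig 9C, whose values in the figures had been seen. It adds the 10 genes with the largest positive and the 10 with the largest negative difference among those at least 1.5-fold different with both Stat1-null arrays on the same side of both WT arrays, and up to 4 members of each list with the smallest limma p. Other Stat and Jak genes and the Hox genes named below were chosen after their values were seen.

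The fits were tested on simulated data with 28856 probe sets, 200 of them changed, noise drawn from the variances that limma estimated, and 2 arrays against 2. With the difference between numbers 2 and 4 left in, 25% of changes of log2 1 and 87% of changes of log2 2 were recovered with 0 unchanged probe sets called. Without that difference the shares were 89% and 100%, with 16 unchanged probe sets called. With that difference left in and the number as a block, they were 94% and 100%, with 24 unchanged probe sets called. The simulated difference was the same in both genotypes, which the block removes by construction. In 20 simulated gene tables with the interferon list shifted by −0.3 and the difference between numbers left in or out, camera with the preset correlation called that list in 20 of 20, and with an estimated correlation in 0 of 20. Fry called it in 0 of 20 with that difference left in and in 12 of 20 without it. Noise was drawn for each probe set on its own, so the preset correlation was not tested on genes whose noise varies together. Alternatives were other normalizations, a robust variance, the number as a block, leaving out each array in turn, other thresholds and tests, other choices of probe set, and leaving out muscle and brown fat genes.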

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

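The test of muscle by number, and every comparison within 1 number, were chosen only after the result was seen.

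Skeletal muscle genes were higher in Stat1-null at number 4 by a median log2 of 1.26 and not at number 2 (−0.13). Muscle carried along with a single tissue piece is argued against, because the list stood high on both number 2 arrays, at 1.62 in WT and 1.51 in Stat1-null, against −2.82 and −1.51 on the number 4 arrays. The bound set on leaving out 1 array came out for a single piece: the median was −1.70 without the WT number 4 array and −0.99 without the Stat1-null number 2 array. A difference by number gives such values too, because each leaves 1 number unbalanced, so that bound does not single out 1 piece. A candidate explanation is that the pieces differed in muscle by number and not by genotype: the difference by number, −4.46 in WT and −3.02 in Stat1-null, was larger than that between genotypes at either number. A muscle difference between genotypes stays open as an untested biological explanation.

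Brown and beige adipocyte genes went opposite ways in the 2 pairs of arrays, which was not tested as a difference: their median, Stat1-null minus WT, was −0.80 at number 4 and 0.27 at number 2. For the list as a set, a single piece rich in such fat cannot be told apart from a genotype effect that differs by number. The list's second highest array, Stat1-null number 2, stood at 0.22 beside 0.34 for WT number 4, and the median over all 4 arrays was only −0.17, short of 1.5-fold before any array was left out, so the bound set on leaving out 1 array decides nothing. Ucp1 stood at 1.03 on WT number 4 and 1.64 on Stat1-null number 2, against −2.54 on WT number 2 and −1.03 on Stat1-null number 4. Elovl3 stood at 1.17 and 2.01, against −1.17 and −1.31, on the same arrays. Both were high on 2 arrays, but they are among the list's most changed genes and do not decide for the list. What keeps a single piece open for the list is 1 array per genotype and number, and members such as Cox7a1 and Fabp3 that muscle also expresses.

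Numbers 2 and 4 differed in both genotypes, with 715 probe sets at least 1.5-fold lower at number 4 in WT and 674 in Stat1-null. The numbers may be glands at different positions along the body. The posterior position list, number 4 minus number 2, had a median of 0.20 in WT and −0.055 in Stat1-null, but its members went both ways, so this median decides nothing and the bound set on it was not a fair test. Of its 12 members, 2 were at least 1.5-fold higher at number 4 in both genotypes: Hoxc9, by 1.32 and 1.26, and Hoxc10, by 1.26 and 1.11. Differences between animals or in the dissection stay open.

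Genes of the cytokine panel also went opposite ways, untested as a difference, with a median of −0.086 at number 4 and 0.093 at number 2. The eosinophil list's lowest median with 1 array left out was 0.096, over members that went both ways, so the bound set on it decides nothing and 1 tissue piece rich in eosinophils stays open for the list. Its genes Ccr3 and Alox15 were higher on both Stat1-null arrays than on both WT arrays.

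The number 2 arrays, which the colors of the heat maps match less well, held the difference in Ido1, at log2 −3.15. Limma's camera also called 4 lists that the paper does not report on as groups of genes, though its discussion names fatty acids, and these calls were lost with an estimated correlation (adjusted p = 0.885 for each) and with fry (adjusted p from 0.477 to 0.649). The median log2 fold change was 0.20 for proliferation, 0.27 for fibroblasts and matrix, 0.37 for milk genes and −0.23 for fatty acid and triglyceride synthesis. These sizes depended on single arrays: without the Stat1-null number 4 array, milk genes were at 0.10 and fibroblasts and matrix at 0.09, and without the Stat1-null number 2 array they were at 0.62 and 0.41 and proliferation at 0.30. Without the WT number 2 array fibroblasts and matrix were at 0.14, and without the WT number 4 array fatty acid and triglyceride synthesis was at −0.14.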

How the results depend on the processing

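Signal over background could not be assessed, since the deposited values carry no level, so the filters above the methods' intensity threshold and the variance trend were not run. Of the counts at 1.5-fold, 202 higher and 92 lower, quantile normalization once more gave 335 and 225 and a 2-fold threshold 24 and 18. Leaving out 1 array gave 247 to 526 higher and 145 to 484 lower, where the lone array of a genotype is assumed to vary like the others. The number 4 arrays, a choice made after seeing the data, gave 480 and 218. Centring array medians, requiring no overlap, requiring an unadjusted p, keeping only probe sets with 1 symbol and leaving out muscle and brown fat genes stayed within 1.5 times of both counts. For limma's 0 higher and 0 lower, the methods' t test gave 876 and 986 at an unadjusted p, and the number as a replicate block 4 and 7 (smallest adjusted p = 0.0154), led by Ido1. Over the 19938 genes the block gave 15 higher and 20 lower. The replicate block leaves 1 residual degree of freedom. In simulated data with the difference between numbers it recovered 94% of changes of log2 1 with 24 unchanged probe sets called. Without the block these were 25% and 0. The simulated difference between numbers was the same in both genotypes, so this gain was built in. It may not hold for genes whose difference between numbers varies by genotype. The cause was not tested for any of these changes in the counts.

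Camera with a preset correlation called 7 of 33 lists, and the same 7 after centring medians, quantile normalization and averaging a gene's probe sets. With the replicate block it called 10, these 7 with skeletal muscle (adjusted p = 0.00106), oxidative phosphorylation (0.00945) and basal and myoepithelium (0.0157). With 1 array left out it called 11 to 16, among them these 7 except, without the Stat1-null number 2 array, eosinophil attraction and type 2 cytokines. It called 0 with an estimated correlation and fry called 1. In simulated tables with the difference between numbers, the estimated correlation and fry each recovered a shifted list in 0 of 20, so losing a call with either says little. Those tables do not show that the preset calls are sound, since their noise was drawn for each probe set on its own. The interferon response list (−0.18) and the monocyte and macrophage list (0.076) lost their call with an estimated correlation (adjusted p = 0.885) and with fry (0.493). Over all their alternatives their adjusted p ran from 1.15e-11 to 0.885 and from 7.47e-05 to 0.885. The eosinophil list (0.11) was called by fry (adjusted p = 0.0453, range 0.0018 to 0.885). Leaving out 1 array gave medians from 0.10 to 0.15 for eosinophils, −0.16 to 0.069 for antigen presentation and IFN-gamma, −0.053 to 0.075 for cytokines, −0.16 to −0.036 for oxidation-reduction, −0.35 to 0.35 for brown and beige adipocytes, −0.24 to 0.067 for oxidative phosphorylation and −1.70 to 2.82 for skeletal muscle. The sign of the median changed in all of these lists except eosinophils and oxidation-reduction. Brown and beige adipocytes turned positive without either number 4 array, and oxidative phosphorylation without the Stat1-null number 4 array. Muscle turned negative without the WT number 4 or the Stat1-null number 2 array.

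Of 90 genes given by name here, which are fewer than the rule allows, 88 kept their direction and their side of limma's threshold under quantile normalization and 90 after centring medians, and with the replicate block 14 passed an adjusted p under 0.05. Of these 90, against the means of all 4 arrays and with at least 1.5-fold in either, the number 4 arrays reversed Ucp1 (−2.06), Elovl3 (−2.49), Cidea (−1.20) and Dio2 (−0.87), and the number 2 arrays reversed Myh1 (−0.19), Ckm (−0.027), Acta1 (−0.089) and Ttn (−0.057). Other genes in the labels of Fig 4B also turned there: 18 of 38 were lower at number 2 and 0 over all 4 arrays. These settings use fewer arrays by construction.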

Differences from the paper's values

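The paper shows 50 genes over 2-fold higher in 129SvEv WT and 50 over 2-fold higher in Stat1-null in its heat maps. Between the means of all 4 arrays, without the methods' filter on intensity, 18 probe sets were at least 2-fold higher in WT and 24 in Stat1-null. Of the alternatives set before the data were examined, quantile normalization once more (64) came within 1.5 times of the paper's value for WT, and leaving out the Stat1-null number 2 array (57) did for Stat1-null, while the same settings gave 76 for Stat1-null and 203 for WT. The replicate block and no filter (18 and 24), centring medians (18 and 26), requiring no overlap (18 and 21), requiring an unadjusted p (18 and 19), keeping probe sets with 1 symbol (11 and 17), leaving out muscle and brown fat genes (18 and 21) and the other arrays left out in turn (21 to 248 for WT and 29 to 213 for Stat1-null) did not. The number 4 arrays, chosen after the values were seen, gave 23 in WT and 84 in Stat1-null, and whether the 84 hold all of the paper's 50 was not determined. Of 45 genes in the labels of Fig 4A with a probe set of their own, the smallest difference at number 4 was 1.74-fold, and 19 reached 2-fold there.

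The paper shows Ucp1, Elovl3, Cidea and Dio2 as higher in WT. On the number 2 arrays they were higher in Stat1-null, by log2 4.17, 3.18, 1.70 and 1.19, and over all 4 arrays by 1.06, 0.35, 0.25 and 0.16, while the number 4 arrays went the paper's way. Of the 45 genes of Fig 4A, 41 were lower in Stat1-null over all 4 arrays. The muscle genes Myh1, Ckm, Acta1 and Ttn, shown as higher in Stat1-null, were so at number 4 and over all 4 arrays but not at number 2. Of the 38 genes in the labels of Fig 4B with a probe set of their own, 18 were lower in Stat1-null at number 2, as were 31 of 37 skeletal muscle genes.

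The paper states that cytokine expression is lower in the Stat1-null fat pad. At number 4, 22 of 32 genes of the panel were lower, and at number 2, 27 of 32 were higher. Among the cytokines it names as reduced, Il6 and Cxcl1 were higher over all 4 arrays by 0.16 and 0.09. Cxcl2 was higher on both pairs. Csf3 was lower on both pairs, as was Mst1, taken with uncertainty for MSP1. These are mRNA values of intact glands. The paper's statement rests on expression in intact fat pads and on proteins in conditioned medium together, and the proteins were not analysed here.

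The paper states that granulocyte RNA is increased in Stat1-null fat pads. The eosinophil genes Ccr3 and Alox15 were higher on both pairs. Of 16 neutrophil genes, 11 were lower over all 4 arrays, in a list that was not called (adjusted p = 0.0678 by limma's camera). The paper also states that genes of reduction-oxidation pathways are elevated, without giving their full set. Of 76 genes of the oxidation-reduction list used here, 22 were higher and 53 lower over all 4 arrays, with Akr1c18 and Alox5 among the higher. That list was not called (adjusted p = 0.218 by limma's camera), and at number 2 it had 39 genes higher and 37 lower. The paper calls the differences in Ido1, the Ear genes and monocyte genes significant at its fold threshold. Limma gave 0 of 19938 genes an adjusted p under 0.05. At an unadjusted p under 0.05 it gave 898 higher and 768 lower, and the methods' t test 585 and 668. With the number as a replicate block, which leaves 1 residual degree of freedom, limma's adjusted p passed for 15 higher and 20 lower genes. Ido1 was among the lower ones.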

Other observations

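Many proliferation, matrix and milk genes were higher in Stat1-null glands over all 4 arrays. Of 43 proliferation genes, 36 were higher and 7 lower, among them the mitotic kinesin Kif11 (log2 0.53, standard error 0.07), the replication factor Dtl (0.70, standard error 0.15) and the nucleotide reductase Rrm1 (0.40, standard error 0.09). Of 20 fibroblast and matrix genes, 17 were higher, including the proteoglycans Vcan (0.99) and Lum (0.63), fibronectin Fn1 (0.52) and the collagen Col6a2 (0.58), and 5 were higher and 1 lower when adjusted over the list alone. Of 13 milk genes, 10 were higher, with 4 higher when adjusted over the list alone: Csn1s1 (1.66), the casein Csn2 (0.92), the mucin Muc15 (0.99) and the lipase Cel (0.73). Fatty acid and triglyceride synthesis went the other way, with 22 of 24 genes lower, among them Pcx (−0.54), which supplies oxaloacetate, and Acaca (−0.43), which makes malonyl-CoA. The median of this list was −0.37 at number 4 and −0.087 at number 2, where brown and beige adipocyte genes stood at −0.80 and 0.27 and white adipocyte genes at −0.12 and −0.05. The milk list had 0.57 and 0.15, fibroblasts and matrix 0.31 and 0.19, and proliferation 0.23 and 0.21. Camera with the preset correlation called these lists at adjusted p = 3.08e-10, 4.07e-05, 0.000497 and 5.76e-05 from limma, and none of these calls held with an estimated correlation (adjusted p = 0.885 for each). No gene of them passed limma's adjusted p under 0.05 over all genes.

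Without a replicate block, limma's camera called neither epithelial list over all 4 arrays, and a difference between the layers was not tested. With the number as a block, it called the basal and myoepithelial list (adjusted p = 0.0157 by limma's camera). Of 23 luminal genes, 16 were lower and 7 higher (median −0.21, adjusted p = 0.218 by limma's camera), and of 14 basal and myoepithelial genes 10 were higher (median 0.14, adjusted p = 0.0672 by limma's camera). Both depended on single arrays. Without the WT number 2 or the Stat1-null number 4 array the luminal median was −0.30 or −0.34 (adjusted p = 0.0265 and 7.76e-05 by limma's camera), and without the WT number 4 or the Stat1-null number 2 array it was −0.10 or −0.025. The basal median was 0.23 or 0.33 without the WT number 4 or the Stat1-null number 2 array (adjusted p = 0.0114 and 9.43e-05 by limma's camera), and 0.03 or 0.01 without the WT number 2 or the Stat1-null number 4 array. In the progesterone and estrogen response list of 11 genes (median 0.26, adjusted p = 0.253 by limma's camera, with 0.14 and 0.085 without the WT number 2 and the Stat1-null number 4 array), 2 were higher when adjusted over the list alone, Tnfsf11 and the connexin Gjb2 (1.21), and 2 were lower, Cited1 (−0.83) and Greb1 (−0.32). Among 36 growth factor genes (median 0.08, adjusted p = 0.141 by limma's camera, with 0.05 without the Stat1-null number 4 array), 2 were higher and 3 lower when adjusted over the list alone. Igfbp3 was 1.86-fold lower at number 4 and 2.13-fold lower at number 2, and Rspo1, a Wnt agonist, was higher by 0.98.

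Limma's camera did not call lists of other tissues of the fat pad over all 4 arrays. The median log2 fold change was −0.03 for 15 endothelial genes, −0.06 for 8 nerve sheath genes, −0.01 for 10 skin keratinocyte genes and −0.03 for 4 red blood cell genes, with an adjusted p of 0.939, 0.939, 0.939 and 0.488 by limma's camera. Position genes differed by −0.12 for the posterior list and −0.03 for the anterior list (adjusted p = 0.207 and 0.547 by limma's camera). Leaving out 1 array called endothelium at −0.17 (without Stat1-null number 4, adjusted p = 0.0254 by limma's camera), red blood cells at −0.22 (without WT number 4, adjusted p = 0.0114 by limma's camera) and posterior position at −0.22 (without WT number 2, adjusted p = 0.0265 by limma's camera). Leaving out each array in turn gave from −0.17 to 0.08 for endothelium, −0.22 to 0.10 for red blood cells, −0.14 to −0.015 for nerve sheath, −0.08 to −0.0028 for skin keratinocytes, −0.22 to 0.0027 for posterior and −0.09 to 0.07 for anterior position.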
